# Systemic induction of phosphatidylinositol-based signaling in leaves of arbuscular mycorrhizal rice plants

**DOI:** 10.1038/s41598-020-72985-6

**Published:** 2020-09-28

**Authors:** Sonia Campo, Blanca San Segundo

**Keywords:** Plant molecular biology, Plant symbiosis

## Abstract

Most land plants form beneficial associations with arbuscular mycorrhizal (AM) fungi which improves mineral nutrition, mainly phosphorus, in the host plant in exchange for photosynthetically fixed carbon. Most of our knowledge on the AM symbiosis derives from dicotyledonous species. We show that inoculation with the AM fungus *Funneliformis mosseae* stimulates growth and increases Pi content in leaves of rice plants (*O. sativa,* cv Loto, ssp *japonica*). Although rice is a host for AM fungi, the systemic transcriptional responses to AM inoculation, and molecular mechanisms underlying AM symbiosis in rice remain largely elusive. Transcriptomic analysis identified genes systemically regulated in leaves of mycorrhizal rice plants, including genes with functions associated with the biosynthesis of phospholipids and non-phosphorus lipids (up-regulated and down-regulated, respectively). A coordinated regulation of genes involved in the biosynthesis of phospholipids and inositol polyphosphates, and genes involved in hormone biosynthesis and signaling (jasmonic acid, ethylene) occurs in leaves of mycorrhizal rice. Members of gene families playing a role in phosphate starvation responses and remobilization of Pi were down-regulated in leaves of mycorrhizal rice. These results demonstrated that the AM symbiosis is accompanied by systemic transcriptional responses, which are potentially important to maintain a stable symbiotic relationship in rice plants.

## Introduction

Arbuscular mycorrhizal fungi (AMF or AM fungi) are soil-borne obligate biotrophs that form mutualistic associations with most terrestrial plants^1–6^. The fungus provides the host plant with nutrients, mainly phosphorus, which generally improves plant growth and fitness. In return, the host plant provides the AM fungus with sugars and lipids, both representing a major source of organic carbon in the fungus^7^. In this symbiosis, the fungus penetrates and colonizes the root cortex, forming differentiated symbiotic structures, known as arbuscules, which are the sites for nutrient exchange between the two organisms. Besides plant nutrition improvement, AM fungi often confer tolerance to biotic and abiotic stresses^8–14^. The molecular mechanisms of interactions between plants and AM fungi have mainly been investigated using the model legumes of *Medicago truncatula* and *Lotus japonicus*^15^.

Rice is one of the most important cereal crops in the world and a staple for more than half of the global population. Rice is also a host for AM fungi, and several studies have found positive effects of AM fungi on growth, pathogen resistance, and drought tolerance in rice plants^16^. Even though rice can establish symbiotic relationships with AM fungi, the molecular and physiological responses to inoculation with an AM fungus in rice plants remain less explored. The main reason for this backwardness is that rice is mostly grown under flooded conditions (paddy fields), and plants growing in aquatic environments have been traditionally considered to be non-mycorrhizal. However, natural colonization with AM fungi has been reported in rice plants under aerobic and flooded conditions^17,18^.

Root colonization by AM fungi involves drastic reprogramming of gene expression for the control AM symbiosis. Most studies focused on transcriptional responses in roots of mycorrhizal plants^19–22^, whereas transcriptional responses in leaves of mycorrhizal plants have not yet been systematically investigated. Most AM-responsive genes in roots are involved in transcriptional regulation (e.g., transcription factors) and signal transduction (e.g., components of the “common symbiosis signaling” pathway), as well as in nutrient transport, or sugar and lipid transport^15,23^. Phytohormones are also important regulators of AM symbiosis^6,24,25^.

This study aimed to investigate systemic transcriptional alterations in leaves of mycorrhizal rice plants. These studies were carried out on the rice cultivar Loto (*Oryza sativa*, ssp. *japonica*) interacting with the AM fungus *Funneliformis mosseae*. Evidence is presented that the AM symbiosis triggers coordinated regulations in the expression of genes involved in lipid signaling (phospholipids and non-phosphorus lipids), hormone biosynthesis and signaling (jasmonic acid, ethylene), and genes involved in Pi homeostasis. These results provided a global view of genes, and members of gene families, that will advance our understanding on mechanisms underlying the AM symbiosis in rice.

## Results

### Effect of *F. mosseae* inoculation on growth of rice plants

It is known that rice cultivars differ widely for colonization with the AM fungus *R. irregularis*^26^. In this work, we observed that inoculation with the AM fungus *F. mosseae* has an important effect on growth of Loto rice plants (Fig. 1A). *F. mosseae*-inoculated plants grew faster than non-inoculated plants, the stimulatory effect on plant growth being observed as early as 17 days after *F. mosseae* inoculation (Fig. 1A,B). Chlorophyll content, and indicator of the physiological status of plants, also increased in mycorrhizal plants (Fig. 1C). Inoculation with *F. mosseae* significantly increased Pi content in leaves of Loto plants (Fig. 1D), thus, supporting the formation of a functional AM symbiosis. Microscopic observations of cotton blue-stained roots confirmed root colonization by *F. mosseae*. Typical AM fungal structures, such as hyphae, vesicles and arbuscules were clearly observed in roots of *F. mosseae*-inoculated Loto plants (Fig. 2).

**Figure 1:**
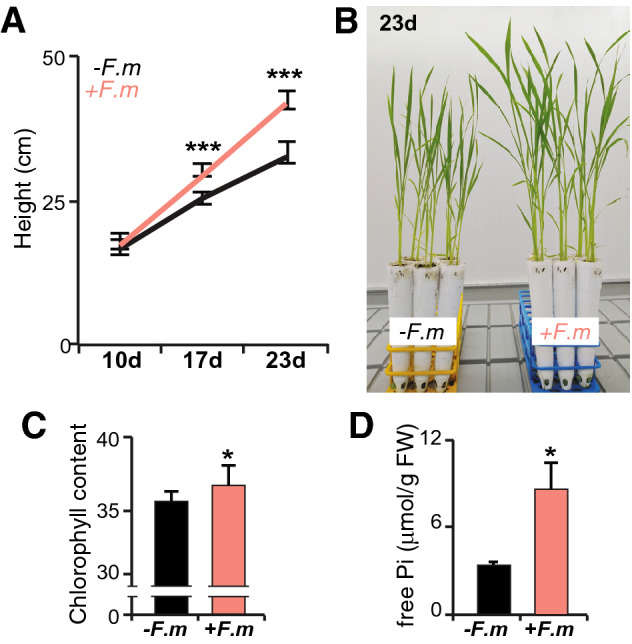
Phenotype of rice (*Oryza sativa* spp. *japonica*, cv Loto) inoculated with the AM fungus *F. mosseae*. (**A**) Rice plants were inoculated with *F. mosseae* (+ *F.m*; red line), or non-inoculated (-*F.m*; black line). Height of Loto rice plants was determined at the indicated times after inoculation with *F. mosseae*. Data are mean ± SE (n = 10). Asterisks denote statistical differences (*p < 0.05, ANOVA test; *F. mosseae*-inoculated *vs* non-inoculated). (**B**) Appearance of Loto rice plants at 23 days post-inoculation (dpi). (**C**) Chlorophyll content in leaves of mycorrhizal and non-mycorrizal plants at 23 dpi. Data are mean ± SE (n = 10). (**D**) Pi content in leaves of mycorrhizal and non-mycorrhizal Loto plants at 23 dpi. Data are mean ± SE (n = 5, each biological replicate is a pool of 2 individual leaves). *FW* fresh weight.

**Figure 2:**
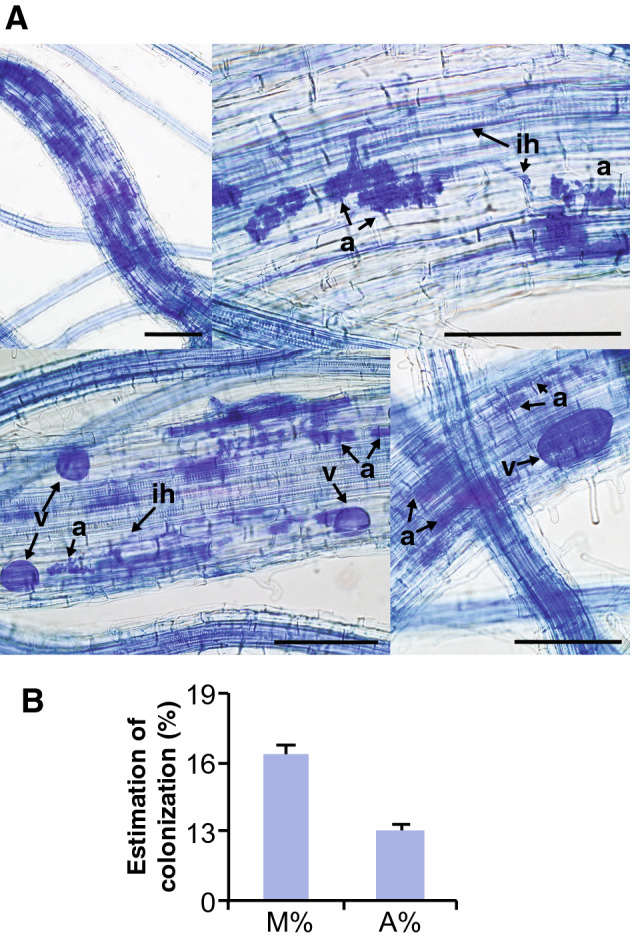
Colonization by *F. mosseae* in roots of rice (cv Loto) plants. (**A**) Representative cotton blue staining of roots colonized by *F. mosseae* at 8 wpi. Light micrographs show intracellular hyphae (ih), arbuscules (a) and vesicles (v). Scale bar = 100 μm. (**B**) Estimation of root colonization was determined by the Trouvelot method at 8 weeks post-inoculation. M%, Intensity of the mycorrhizal colonization in the root system; A%, Arbuscule abundance in the root system.

### Transcriptome analysis reveals the impact of AM symbiosis in rice leaves

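Leaves of 30-day-old rice plants of the japonica cultivar Loto were collected 23 days after the roots were inoculated with the arbuscular mycorrhizal fungus F. mosseae, alongside leaves of plants grown without inoculum, all under low phosphate (25 µM). Each of the 2 groups had 3 biological replicates, and each replicate was a pool of leaves, from 5 plants according to the methods and 6 according to the figure legends. Stranded mRNA libraries were sequenced as paired ends of 125 bp according to the methods, against 100 bp in the sample labels, and mapped by the authors to the IRGSP-1.0 rice genome. The authors deposited 1 table of FPKM (fragments scaled to the length of the gene in kilobases and to the total of the library) for 36850 annotated features in each of the 6 libraries. FPKM is not a count. The low FPKM values were multiples of a step, so that the length of each gene, the whole number of fragments behind each value and the total of each library could be solved from the table. All 28367 features above 0 in any library gave whole fragments in every library. The library totals were 14649031, 16741249 and 12213699 fragments in replicates 1, 2 and 3 of the non-mycorrhizal plants and 13084480, 15049291 and 11382702 in those of the mycorrhizal plants. For a gene of 1 kb, 3 fragments corresponded to between 0.179 and 0.264 FPKM, which was taken as the smallest level a library can show (counting error only).

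Fold changes are given on the scale of log2(FPKM + 0.1), which understates the change of weakly expressed genes, and compare mycorrhizal with non-mycorrhizal leaves. The 21413 genes with a mean of at least 0.3 FPKM over the 6 libraries were tested with limma (lmFit and eBayes with an intensity trend), with the Benjamini-Hochberg adjustment over all genes tested. A gene was called up-regulated or down-regulated at an adjusted p under 0.01 and a log2 fold change of at least 0.5 in size, after the thresholds of the paper. The correction for length named beside some genes removes from each library, by a lowess curve, the dependence of its log2 values on the recovered gene length before the same test.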

To investigate the molecular mechanisms underlying AM symbiosis in rice, we performed transcriptome analysis of leaves from mycorrhizal and non-mycorrhizal plants. Differentially expressed genes (DEGs) were identified based on significance level (FDR ≤ 0.01) and log2 fold change (FC) as the threshold for up-regulated (FC ≥  + 0.5) and down-regulated (FC ≤—0.5) genes. Using these criteria, 4993 and 5221 genes were found to be up-regulated and down-regulated, respectively, in leaves of mycorrhizal plants relative to non-inoculated plants (Fig. 3A; Supplementary Fig. S1A,B; Supplementary Table S1). 

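In the limma test, 5100 genes were up-regulated and 4769 were down-regulated in leaves of mycorrhizal plants, 46.1% of the genes tested, and 51.7% of the calls were up-regulated. The alternative that moved these counts most was a test against the log2 threshold itself (limma's treat), with 1872 up-regulated and 2530 down-regulated genes. The split between both directions depended on the scaling. When all libraries were rescaled to the same sum (TPM), which moved the median log2 fold change of all genes by 0.27, 6840 genes were up-regulated and 3780 were down-regulated, or 64.4% up-regulated. The 3 values of one group lay entirely above or below the 3 of the other for 14928 genes, 69.7% of those tested, where chance gives 10%. The part of Supplementary Table S1 that was read lists 1997 of the paper's 4993 up-regulated genes, those with the lowest p-values, and no down-regulated gene; all 1997 were up-regulated here.

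The largest falls were those of Os09g0411500 (44.6 ± 11.0 FPKM, SD, n = 3, in non-mycorrhizal leaves, at least 186-fold lower in mycorrhizal leaves), Os06g0651900 (34.4 ± 9.95 FPKM, at least 127-fold lower, with no fragment in any mycorrhizal library) and the Pi sensor gene SPX5. The 5 largest rises all belonged to short features with ENSRNA identifiers, which list non-coding RNA. The first of these, ENSRNA049476319 (84 bases), was at 0 in all non-mycorrhizal libraries and at 8.81 ± 10.5 FPKM in mycorrhizal leaves, and 4 of the 5 lost their call in at least 1 fit that left out a library.

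Fold changes rose with gene length. Across the genes tested, the rank correlation of log2 fold change with length was 0.37; genes are not independent replicates. The median log2 fold change was -0.88 among the 10% of genes with the shortest lengths (up to 663 bases), of which 9.48% were up-regulated and 31.8% down-regulated. Among the 10% with the longest (from 3131 bases) it was 0.78, and 49.6% were up-regulated and 5.23% down-regulated.

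**Figure D1:**
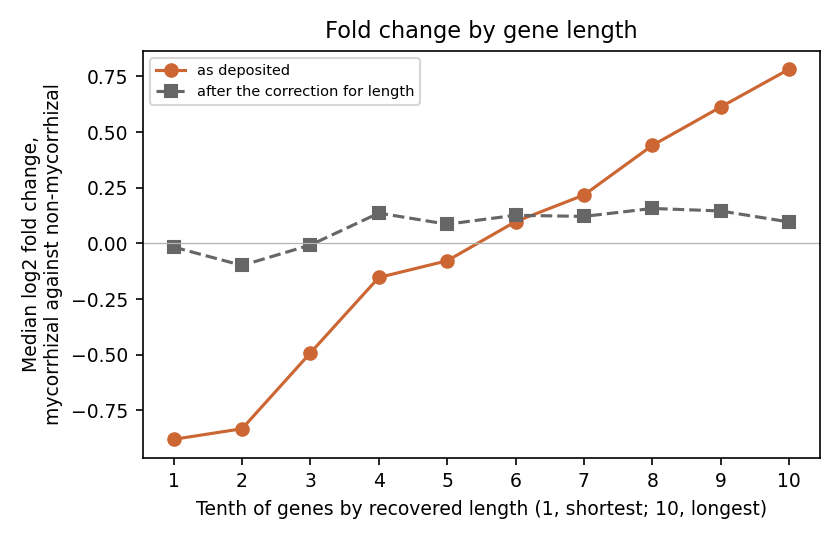
Median log2 fold change (mycorrhizal against non-mycorrhizal leaves, vertical axis) of the genes tested, divided by recovered gene length into 10 groups of equal size (horizontal axis, shortest to longest), from the FPKM values as deposited (circles) and after the correction for length (squares). The medians rise from -0.88 in the shortest group to 0.78 in the longest, and after the correction they lie between -0.10 and 0.16.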

Principal component analysis revealed a clear separation between non-inoculated and *F. mosseae*-inoculated plants (Supplementary Fig. S1C). These results support that the AM symbiosis has a strong impact on the leaf transcriptome of Loto rice plants. Similarly, massive transcriptional changes were reported in rice roots during AM symbiosis^19^.

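Principal components were computed from log2(FPKM + 0.1) of the same genes, centred per gene. PC1 held 74.5% of the variance and PC2 11.7%. On PC1 the 3 non-mycorrhizal libraries lay between -102 and -92.0 and the mycorrhizal libraries at 101, 60.2 and 127 (replicates 1, 2 and 3), so that the distance between the groups was larger than the spread within either. The share of variance on PC1 depended most on the scale of the values and was 95.9% for FPKM without a logarithm. Correlations between libraries across genes were 0.974 to 0.976 among non-mycorrhizal leaves and 0.943 to 0.960 among mycorrhizal leaves, whose replicates were further apart.

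**Figure D2:**
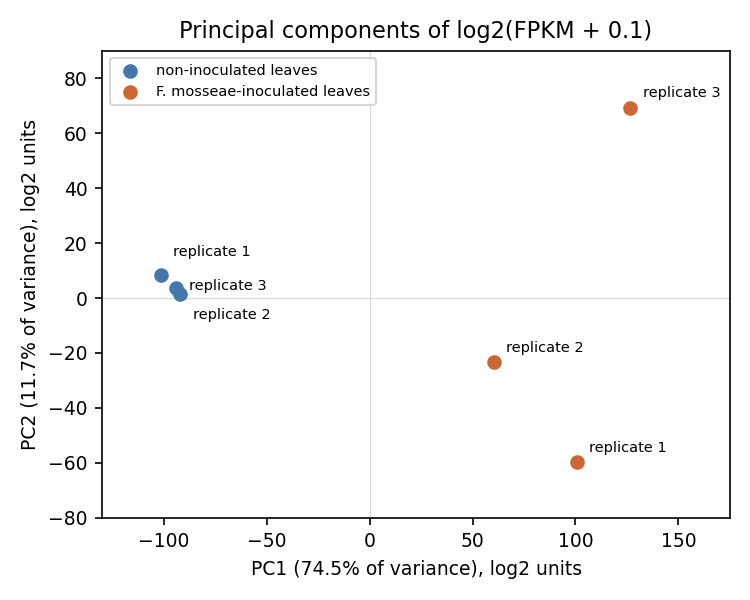
First and second principal components of log2(FPKM + 0.1) in log2 units, with the share of variance on each axis; each point is 1 library and its number is the replicate. The non-mycorrhizal libraries lie together at negative PC1, and the mycorrhizal libraries lie at positive PC1 and are spread along both axes.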

**Figure 3:**
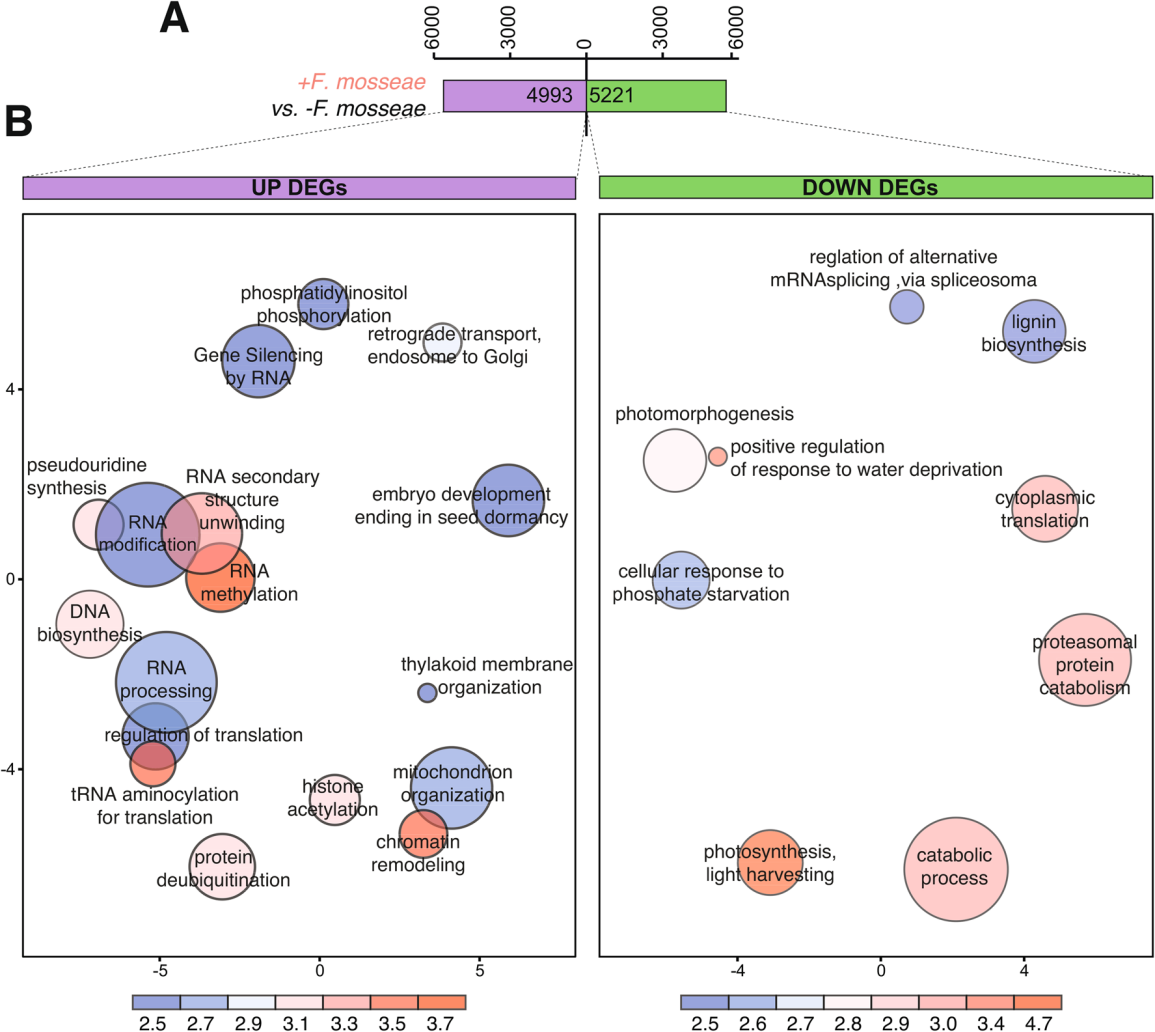
Differentially expressed genes (DEGs) in leaves of *F. mosseae*-inoculated rice plants relative to non-inoculated plants by RNA-seq analysis. Leaves of 30-day old rice plants (cv Loto) were collected after 23 dpi of root inoculation with the AM fungus *F. mosseae* (+ *F. mosseae*). No inoculum was added to non-inoculated plants (-*F. mosseae*). (**A**) Number of DEGs (+ *F. mosseae vs* -*F. mosseae*). Up-regulated (log2 fold change [FC] ≥ 0.5; purple) and down-regulated (log2FC ≤ -0.5; green) genes (p < 0.05, false discovery rate [FDR] < 0.01, n = 3). (**B**) GO terms enriched in up- (left panel) and down- (right panel) regulated DEGs. The most enriched GO terms were identified (number of DEG ≥ 10; Enrichment Score ≥ 2.5) and visualized using REVIGO after reducing redundancy and clustering of similar GO terms (https://revigo.irb.hr/). Disc color (blue to red) represent the degree of GO enrichment (*Enrichment Score*) and disc size is proportional to the frequency of the GO term in the GO *Oryza sativa* database (larger and smaller discs represent more general and more specific terms, respectively). Full list of genes in enriched GO terms is presented in Supplementary Table S2.

Gene Ontology (GO) enrichment analysis of Biological Process (Supplementary Table S2) revealed that GO annotations related to “Phosphatidylinositol phosphorylation” were over-represented in the set of up-regulated genes in leaves of mycorrhizal plants (Fig. 3B, left panel). 

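Supplementary Table S2 lists 19 up-regulated genes for this term, out of 36 genes of the term in the paper's annotation (the paper's numbers); the GO annotation was not used here and the enrichment was not recomputed. Of the 19 listed genes, 18 were up-regulated with the adjustment over all genes tested and 18 with the adjustment over the list alone, which shows no stability since the list holds the paper's own calls on these data. Their log2 fold changes ran from 0.85 to 2.44 with a median of 1.34. The remaining gene, OsPIP5K-3, was also higher. These are long genes, with a median length of 3074 bases. Genes outside the list drawn to the same lengths were up-regulated in 42.9% of cases, against 23.8% of all genes tested, and their median log2 fold change was 0.68; the median of the list lay at percentile 99.98 of 10000 such draws, a place that the choice of these genes by their rise favours. After the correction for length, 11 of the 18 genes kept their call and the median log2 fold change of the list was 0.82.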

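Among the other GO terms of the up-regulated genes, the 24 genes that Supplementary Table S2 lists for gene silencing and that the FPKM table holds were all higher in leaves of mycorrhizal plants, and 19 of them were up-regulated (20 with the adjustment over the list alone), although 3 changed sign under at least 1 of the alternative scalings or the correction for length. Among them, AGO4a (Os01g0275600) averaged 35.9 ± 1.79 FPKM (SD, n = 3) in non-mycorrhizal and 94.5 ± 9.01 FPKM in mycorrhizal leaves, a log2 fold change of 1.39 (SE 0.12, limma adjusted p = 7.6e-05). The log2 fold changes of AGO1a (Os02g0672200) and AGO4b (Os04g0151800) were 0.77 and 0.95, and after the correction for length they were 0.10 and 0.31 and neither gene was called, whereas a further gene of the list, described as Argonaute 13, was up-regulated and kept its call. For RNA modification and RNA processing, where the table was read up to 30 genes each, 26 and 28 were up-regulated, and for regulation of translation 15 of 16. The correction for length left 9 of the 19 calls for gene silencing, 16 of 26 for RNA modification, 20 of 28 for RNA processing and 9 of 15 for regulation of translation.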

The GO categories of “Gene silencing”, “RNA modification and RNA processing”, and “Regulation of translation”, were also enriched among the up-regulated genes (Fig. 3B, left panel).

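Supplementary Table S2 lists 10 down-regulated genes for the response to phosphate starvation, of 21 in the term (the paper's numbers). All 10 were lower in leaves of mycorrhizal plants, with log2 fold changes from -7.83 to -0.84 and a median of -3.46, and 9 were down-regulated, both over all genes tested and over the list alone. The exception was OsPHO1-2, with a limma adjusted p = 0.0685, at a level in non-mycorrhizal leaves near 1 FPKM. The genes outside the list that matched these in length had a median log2 fold change of 0.14. All 9 calls were kept after the correction for length, and 9 were called in the test against the log2 threshold.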

A significant enrichment in the GO term of “Cellular response to phosphate starvation” occurred in the set of down-regulated DEGs (Fig. 3B, right panel). 

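For the down-regulated genes, Supplementary Table S2 lists 13 genes for proteasomal protein catabolism. All 13 were lower in mycorrhizal leaves in the FPKM values as deposited, with log2 fold changes from -2.34 to -0.38, but 7 of them were down-regulated in the test and 3 changed sign under at least 1 alternative scaling or the correction for length, after which 5 calls were left. These genes are short, between 877 and 1217 bases. Of the 28 genes listed for catabolic processes, 24 were down-regulated (25 with the adjustment over the list alone), with a median log2 fold change of -2.02, and 20 of these calls were kept after the correction for length.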

Other GO categories enriched among the down-regulated genes were “Proteasomal protein catabolism”, or “Catabolic processes”. 

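The paper also measured 15 genes of the RNA-Seq experiment by qRT-PCR. On the RNA-Seq side, 5 of these genes were up-regulated and 10 were down-regulated in leaves of mycorrhizal plants, with log2 fold changes between -7.24 and 1.39, and the largest limma adjusted p among them was 0.00131. After the correction for length 3 of the 5 up-regulated and all 10 down-regulated genes kept their call. The qRT-PCR values were not used here.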

Results obtained by RNA-Seq analysis were validated by qRT-PCR (Supplementary Fig. S2A, B). A good correlation between qRT-PCR and RNA-seq data was observed (Supplementary Fig. S2C).

### Transcriptional regulation of phosphoinositide and inositol polyphosphate biosynthesis genes in mycorrhizal rice plants

As previously mentioned, GO analysis revealed that genes involved in “Phosphatidylinositol phosphorylation” were significantly enriched in leaves of mycorrhizal rice. In plants, Phosphatidylinositol (PtdIns) (or phosphoinositide, PI) is an essential phospholipid that is required for the production of both membrane-bound phosphoinositides and soluble inositol polyphosphates (InsPs, or IPs). Besides their roles as membrane building blocks, phosphoinositides also exert regulatory functions through interaction with a wide range of cellular proteins^27^. As for inositol polyphosphates, they function as cofactors, regulators, and second messengers in plants. At present, however, there are major gaps in our knowledge about the possible contribution of phosphoinositides and inositol polyphosphates in interactions between plants and AM fungi. This fact prompted us to further investigate the expression of genes involved in inositol polyphosphate and phosphoinositide metabolism in mycorrhizal rice plants. 

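Supplementary Table S3 lists 65 genes of phosphoinositide and inositol polyphosphate metabolism. All passed the filter on expression, and 45 were up-regulated and 14 down-regulated in leaves of mycorrhizal plants. With the adjustment over the list alone, whose genes the paper chose on these data, the counts were 48 and 15. Log2 fold changes ran from -4.66 to 2.74, with a median of 1.01, and no gene of the list changed direction under an alternative scaling. The test against the log2 threshold moved the counts most, to 21 up-regulated and 10 down-regulated genes. Genes outside the list matched on length were up-regulated in 34.1% and down-regulated in 14.6% of draws. The correction for length left 30 of the 45 up-regulated and 14 of the 14 down-regulated genes.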

To note, we found that the expression of phosphoinositide and inositol polyphosphate biosynthesis was highly regulated in leaves of mycorrhizal rice plants (Fig. 4A; Table 1; Supplementary Table S3). The mycorrhiza-regulated genes in the phosphoinositide and inositol polyphosphate biosynthesis pathway identified in this study are presented in Fig. 4B.

**Figure 4:**
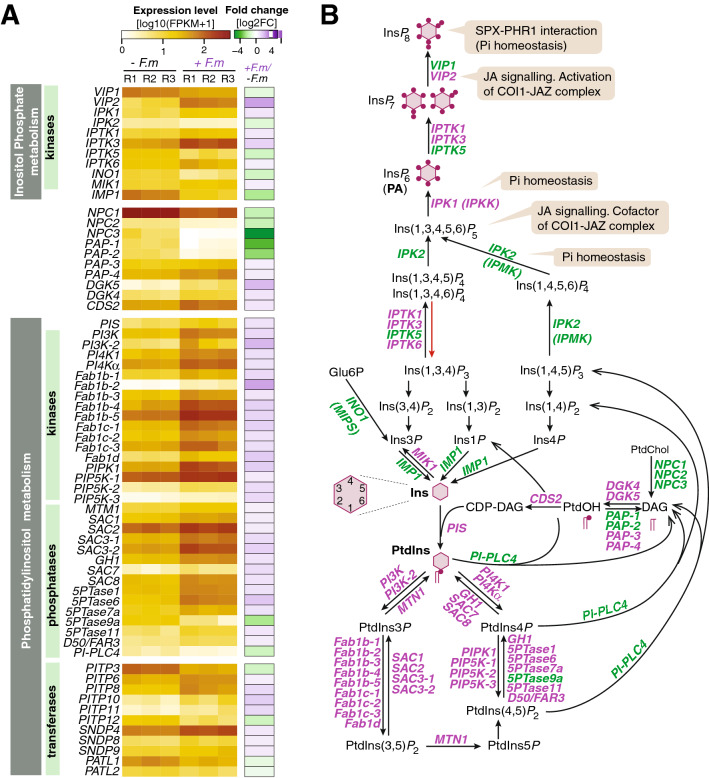
Differential expression of genes involved in inositol polyphosphates (Ins*P*) and phosphoinositides (PtdIns) metabolism in leaves of rice (cv Loto) plants. RNA-Seq was used to identify DEGs in leaves of *F. mosseae*-inoculated vs non-inoculated (− *F.m *vs − *F.m*) rice at 23 dpi. (**A**) Heatmaps showing expression level (left panel; log10 [FPKM + 1]) and Fold Change (right panel; log2FC) of DEGs. Gene expression is represented from pale yellow (less expressed) to orange (more expressed). Upregulated (log2FC ≥ 0.5; purple) and downregulated (log2FC ≤ − 0.5; green) DEGs. Data represented are individual replicates (n = 3, each biological replicate (R) consisting in a pool of 6 leaves from individual plants). The full gene names and ID list are in listed in Table 1 and Supplementary Table S3. (**B**) Biochemical pathways for the synthesis of Ins*P* and PtdIns*P*. Interactions with JA signaling and Pi homeostasis are indicated. DEGs in leaves of AM-inoculated *vs* leaves of non-inoculated rice plants are indicated in purple (up-regulated) and green (down-regulated). Phosphoinositides species identified in plants include PtdIns monophosphates (PtdIns3*P*, PtdIns4*P,* PtdIns5*P*), and PtdIns biphosphates (PtdIns(3,5)*P*_2_, PtdIns(4,5)*P*_2_). The presence of PtdIns(3,4)*P*_2_ or PtdIns(3,4,5)*P*_3_ in plants has not been reliable confirmed. Enzyme abbreviations are as follows: *5PTase* Phosphatidylinositol 5-phosphatase, *CDS* Cytidine diphosphate diacylglycerol synthase, *D50* DWARF50, *CDP-DAG* Cytidine diphosphate diacylglycerol, *DAG* diacylglycerol, *DGK* Diacylglycerol kinase, *FAB* Phosphatidylinositol 3phosphate 5-kinase, *GH1* Grain number and plant Height1, *IMP* Inositol monophosphatase, *Ins* myo-inositol (the positions on the inositol ring are designated 1–6), *IPKK* Inositol-pentakisphosphate 2-kinase, *IPMK* Inositol polyphosphate multikinase, *IPTK* Inositol 1,3,4-trisphosphate 5/6-kinase, *MIK* Myo-inositol kinase, *MTM* Phosphatidylinositol 3-phosphatase myotubularin, *NPC* Non-specific phospholipase C, *PA* phytic acid, *PAP* Phosphatidic acid phosphatase, *PATL* Patellin Sec14-domain, *PI3K* Phosphatidylinositol 3-kinase, *PI4K* Phosphatidylinositol 4-kinase, *PIP5K* Phosphatidylinositol 4-phosphate 5-kinase, *PI-PLC* Phosphatidylinositol-specific phospholipase, *PIS* Phosphatidylinositol synthase, *PITP* Phosphatidylinositol-transfer proteins, *PtdChol* Phosphatidylcholine, *PtdIns* Phosphatidylinositol, *PtdOH* Phosphatidic acid, *VIP* VIP/PPIP5K diphosphoinositol pentakisphosphate kinase, *SAC* Phosphatidylinositol 3,5-bisphosphate 5-phosphatase and Phosphatidylinositol 4-phosphate phosphatase, *SNDP* Sec14-nodulin domain-containing protein.

**Table 1:** DEGs genes involved in the biosynthesis of Phosphatidylinositol and Inositol polyphosphates in leaves of *F. mosseae*-inoculated rice plants.

Gene name	Gene ID	Gene product	EC number	FC
*VIP1*	Os01g0777700	Diphosphoinositol-pentakisphosphate kinase (PPIP5K)	2.7.4.24	− 0.96
*VIP2*	Os03g0689100			2.57
*IPK1*	Os04g0661200	Inositol-pentakisphosphate 2-kinase (IPKK)	2.7.1.158	0.86
*IPK2*	Os02g0523800	Inositol polyphosphate multikinase (IPMK)	2.7.1.151; 2.7.1.140	− 1.13
*IPTK1*	Os10g0103800	Inositol 1,3,4-trisphosphate 5/6-kinase (IPTK)	2.7.1.159	0.80
*IPTK3*	Os03g0726200			1.37
*IPTK5*	Os10g0576100			− 1.54
*IPTK6*	Os09g0518700			0.61
*INO1*	Os03g0192700	Inositol-3-phosphate synthase 1 (MIPS)	5.5.1.4	− 1.52
*MIK1*	Os07g0507300	Myo-inositol kinase (MIK)		0.55
*IMP1*	Os03g0587000	Inositol monophosphatase (IMP)	3.1.3.- ; 3.1.3.25	− 2.37
*NPC1*	Os03g0826600	Non-specific phospholipase (NPC)	3.1.4.3	− 1.84
*NPC2*	Os01g0955000			− 1.80
*NPC3*	Os03g0852800			− 5.50
*PAP-1*	Os01g0666000	Phosphatidate phosphatase (PAP)	3.1.3.4	− 3.73
*PAP-2*	Os05g0549900			− 2.91
*PAP-3*	Os08g0359200			0.55
*PAP-3*	Os09g0308900			0.66
*DGK5*	Os03g0425300	Diacylglycerol kinase (DGK)	2.7.1.107	2.04
*DKK4*	Os12g0576900			0.88
*CDS2*	Os01g0758400	Cytidine diphosphate diacylglycerol synthase (CDS)	2.7.7.41	0.83
*PIS*	Os06g0492000	Phosphatidylinositol synthase (PIS)	2.7.8.11	0.93
*PI3K*	Os05g0180600	Phosphatidylinositol 3-kinase (PI3K)	2.7.1.137	1.24
*PI3K-2*	Os08g0307400			2.07
*PI4K1*	Os11g0209700	Phosphatidylinositol 4-kinase (PI4K)	2.7.1.67	1.04
*PI4Kα*	Os03g0711200			1.00
*Fab1b-1*	Os03g0399532	Phosphatidylinositol 3phosphate 5-kinase (FAB/PIKFYVE)	2.7.1.150	1.21
*Fab1b-2*	Os04g0691900			2.48
*Fab1b-3*	Os08g0104700			0.88
*Fab1b-4*	Os08g0450700			1.40
*Fab1b-5*	Os08g0450800			1.32
*Fab1c-1*	Os06g0259000			1.39
*Fab1c-2*	Os08g0428900			0.96
*Fab1c-3*	Os09g0402300			1.06
*Fab1d*	Os12g0236700			1.58
*PIPK1*	Os03g0701800	Phosphatidylinositol 4-phosphate 5-kinase (PIP5K)	2.7.1.68	1.53
*PIP5K-1*	Os02g0822500			0.70
*PIP5K-2*	Os03g0356582			1.14
*PIP5K-3*	Os07g0658700			1.21
*MTM1*	Os08g0556700	Phosphatidylinositol 3-phosphatase myotubularin-1 (MTM)	3.1.3.64; 3.1.3.95	0.60
*SAC1*	Os08g0109100	Phosphatidylinositol 3,5-bisphosphate 5-phosphatase (SAC)	3.1.3.	0.68
*SAC2*	Os03g0182400			0.68
*SAC3-1*	Os02g0782600			1.12
*SAC3-2*	Os06g0195600			1.36
*GH1*	Os02g0554300	Phosphatidylinositol 4-phosphate phosphatase (SAC)		0.94
*SAC7*	Os11g0309000			1.15
*SAC8*	Os03g0290500			0.96
*5PTase1*	Os01g0716800	Phosphatidylinositol 5-phosphatase	3.1.3.36	1.03
*5PTase6*	Os03g0663700			1.65
*5PTase7a*	Os05g0489000			1.01
*5PTase9a*	Os03g0238300			− 2.42
*5PTase11*	Os03g0626500			0.83
*D50*	Os02g0477700			0.68
*PI-PLC4*	Os05g0127200	Phosphatidylinositol‐specific phospholipase C (PI-PLC)	3.1.4.11	− 1.62
*PITP3*	Os01g0926800	Sec14-like phosphatidylinositol transfer proteins		− 1.48
*PITP6*	Os02g0321500			0.55
*PITP8*	Os02g0752000			1.19
*PITP10*	Os05g0267800			1.54
*PITP11*	Os05g0267100			1.27
*PITP12*	Os03g0850700			− 1.62
*SNDP4*	Os02g0133100			0.80
*SNDP8*	Os02g0721800			0.66
*SNDP9*	Os08g0497300			0.69
*PATL1*	Os05g0429400			− 0.90
*PATL2*	Os01g0874700			− 0.62

The EC (Enzyme Commission) number for each enzyme is indicated.

*FC* log2 Fold Change.

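CDS2 (Os01g0758400), which acts in the synthesis of CDP-DAG, averaged 24.3 ± 1.35 FPKM (SD, n = 3) in non-mycorrhizal leaves and 47.9 ± 7.88 FPKM in mycorrhizal leaves, a log2 fold change of 0.97 (SE 0.14, limma adjusted p = 0.000599). The PtdIns synthase gene PIS (Os06g0492000) rose from 4.22 ± 0.921 to 8.89 ± 1.64 FPKM (log2 fold change 1.06, SE 0.23, limma adjusted p = 0.00385), and its call was lost in some of the fits that left out 1 library. All 4 kinase genes of the PI3K and PI4K families were up-regulated. Among them, PI3K (Os05g0180600) rose from 15.7 ± 0.741 to 40.9 ± 6.57 FPKM and PI4K1 (Os11g0209700) from 16.9 ± 2.36 to 38.6 ± 3.14 FPKM, with log2 fold changes of 1.37 (SE 0.14) and 1.19 (SE 0.14). PI4Ka (Os03g0711200) had a log2 fold change of 1.15 (SE 0.12). PI3K-2 (Os08g0307400) had the largest of the family, 1.96 (SE 0.48, limma adjusted p = 0.00697), but its mycorrhizal libraries spread widely (16.7 ± 12.5 FPKM), and it was not called after the correction for length or in every fit that left out a library.

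All 9 FAB1 genes were up-regulated, with log2 fold changes from 1.02 to 2.27; 5 kept their call after the correction for length. The most expressed, Fab1b-5 (Os08g0450800), rose from 46.9 ± 2.43 to 129 ± 18.2 FPKM. In the PIP5K family 3 of 4 genes were up-regulated, of which 1 kept its call after the correction. PIPK1 (Os03g0701800) rose from 24.5 ± 1.31 to 78.6 ± 16.0 FPKM (log2 fold change 1.66, SE 0.16, limma adjusted p = 0.000102). PIP5K-1 (Os02g0822500, 4136 bases) had a log2 fold change of 0.85 (SE 0.12), which was 0.13 and not called after the correction for length.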

Among the genes up-regulated in leaves of mycorrhizal plants there were genes involved in: (i) the synthesis of PtdIns, namely *cytidine diphosphate-diacylglycerol *(*CDP-DAG*) *synthase* (*OsCDS2*), and *PtdIns synthase* (*OsPIS*); (ii) kinase genes acting in the production of phosphorylated derivatives of PtdIns, either PtdIns monophosphates [PtdIns3*P*, PtdIns4*P*] (PI3K and PI4K family proteins), or PtdIns bisphosphates [PtdIns(3,5)*P*_2_, PtdIns(4,5)*P*_2_] (FAB1/PIKFYVE and PIP5K family proteins) (Fig. 4A,B; Table 1). 

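Of 7 genes for phosphatases with a SAC domain in Supplementary Table S3, 6 were up-regulated (7 with the adjustment over these 7 alone; 4 kept their call after the correction for length), and the largest rise was that of SAC3-2 (Os06g0195600), from 28.0 ± 1.68 to 79.8 ± 13.4 FPKM (SD, n = 3; log2 fold change 1.50, SE 0.14, limma adjusted p = 0.000102). Of 6 genes for 5-phosphatases, 5 were up-regulated, 4 of them also after the correction, and 1 was down-regulated. The largest rise, in 5PTase6 (Os03g0663700), was from 13.9 ± 2.14 to 48.5 ± 6.25 FPKM (log2 fold change 1.80, SE 0.16), and the fall, in 5PTase9a (Os03g0238300), from 11.3 ± 1.06 to 2.32 ± 1.26 FPKM (log2 fold change -2.42, SE 0.43). The myotubularin gene MTM1 (Os08g0556700) rose from 6.93 ± 0.374 to 11.7 ± 0.227 FPKM, a log2 fold change of 0.75 (SE 0.14, limma adjusted p = 0.00221). This gene of 4370 bases showed no change after the correction for length and lost its call in some fits that left out 1 library.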

Genes encoding PtdIns3*P* and PtdIns4*P* phosphatases, and PtdIns(3,5)*P*_2_ (Myotubularin, SAC1, and 5´phosphatases family proteins) were also up-regulated. The production of Ins3*P* from Glucose-6P appears to be repressed in leaves of mycorrhizal plants, as revealed by the down-regulation of *myo-inositol-1-phosphate synthase* (*INO1 *or* MIPS*) (Fig. 4B). 

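INO1 (Os03g0192700) fell from 7.45 ± 0.376 FPKM (SD, n = 3) in non-mycorrhizal to 2.90 ± 1.07 FPKM in mycorrhizal leaves, with 50 to 89 fragments per mycorrhizal library. Its log2 fold change was -1.39 (SE 0.27, limma adjusted p = 0.00225) and stayed between -1.66 and -1.16 with each library left out in turn, although the call was lost in some of these fits.

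**Figure D3:**
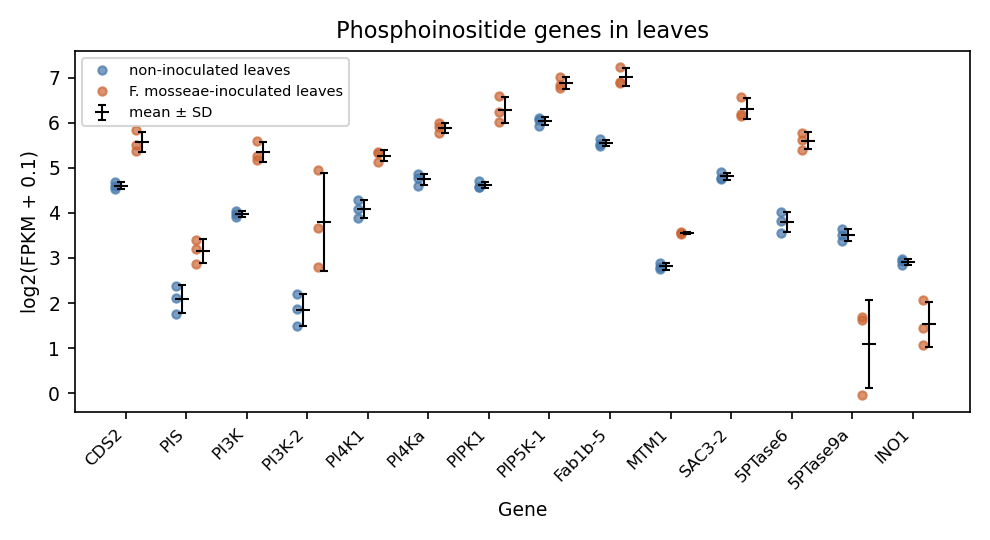
Expression of 14 phosphoinositide genes as log2(FPKM + 0.1) (vertical axis) in non-mycorrhizal and mycorrhizal leaves. Points are the 3 libraries of each group and bars the mean ± SD. In mycorrhizal leaves 12 of the genes are higher and 5PTase9a and INO1 lower. After the correction for length PI3K-2, PIP5K-1 and MTM1 are not called, and MTM1 shows no change.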

Altogether these findings point to fine-tuning of phosphoinositide levels in mycorrhizal rice.

In plants, InsPs are synthesized via two pathways: the lipid-independent (or soluble) and lipid–dependent pathways^28^. In the lipid-independent pathway, soluble inositol is phosphorylated through the action of kinases, whereas in the lipid-dependent pathway, different InsP intermediates originate through degradation of PtdIns by the action of phosphoinositide-specific phospholipases^28^. Here, the unique pathway that appears to be activated in leaves of mycorrhizal plants is the soluble pathway, as revealed by the up-regulation the *myo-inositol kinase* (*MIK1*) and down-regulation of the phosphoinositide-specific phospholipase C (*PI-PLC4*) (Fig. 4A,B; Table 1). 

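MIK1 (Os07g0507300) rose from 7.81 ± 0.444 to 12.7 ± 2.09 FPKM (SD, n = 3), a log2 fold change of 0.68 (SE 0.17, limma adjusted p = 0.0072). The log2 fold change was 0.24 and not called after the correction for length, and the call was also lost in some fits that left out 1 library. PI-PLC4 (Os05g0127200) fell from 1.89 ± 0.497 to 0.673 ± 0.148 FPKM, with 14 to 29 fragments per mycorrhizal library. Its log2 fold change of -1.35 (SE 0.35, limma adjusted p = 0.00986) lay close to the threshold, and it was not called after rescaling to TPM or in some fits that left out 1 library.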

Also, the expression of genes encoding kinases responsible for the production of the different inositol polyphosphates was found to be regulated in leaves of mycorrhizal plants (Fig. 4A,B; Table 1). They were: *OsIPK1* (*Inositol-pentakisphosphate 2-kinase*, *IPPK*), involved in the phosphorylation of Ins(1,3,4,5,6)*P*_5_ to produce Ins(1,2,3,4,5,6)*P*_6_ (phytic acid, or InsP_6_), *OsIPK2* (*Inositolpolyphosphate multikinase*, *IPMK),* involved in sequential phosphorylations from inositol triphosphates Ins(1,4,5)*P*_3_] to inositol-pentakisphosphate Ins(1,3,4,5,6)*P*_5_] and *OsIPTK1, OsIPTK3, OsIPTK5, OsIPTK6* (Inositol 1,3,4-trisphosphate 5/6-kinase, IPTK), involved in phosphorylation of the 5/6-position of inositol triphosphates Ins(1,3,4)*P*_3_] to produce inositol-tetrakisphosphate Ins(1,3,4,5)*P*_4_ and Ins(1,3,4,6)*P*_4_ and Ins(1,3,4)*P*_3_. 

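IPK1 (Os04g0661200) rose from 5.53 ± 1.15 to 11.1 ± 1.13 FPKM (SD, n = 3; log2 fold change 1.01, SE 0.19, limma adjusted p = 0.00212), a call lost in some fits that left out 1 library. IPK2 (Os02g0523800) fell from 2.13 ± 0.115 to 1.08 ± 0.0602 FPKM, and although the groups did not overlap, its log2 fold change of -0.92 (SE 0.27, limma adjusted p = 0.016) did not pass the threshold; 18 to 26 fragments per mycorrhizal library stood behind it. In the IPTK family, 3 genes were up-regulated and 1 was down-regulated. IPTK3 (Os03g0726200) rose most, from 27.7 ± 4.04 to 79.3 ± 10.8 FPKM (log2 fold change 1.51, SE 0.15), and IPTK5 (Os10g0576100) fell from 14.0 ± 0.528 to 5.29 ± 1.89 FPKM (log2 fold change -1.44, SE 0.24). The log2 fold change of IPTK1 (Os10g0103800) was 0.94 (SE 0.15). That of IPTK6 (Os09g0518700) was 0.74 (SE 0.19, limma adjusted p = 0.00892), and IPTK6 was not called after the correction for length or in every fit that left out a library.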

*OsIPTK1, OsIPTK3, OsIPTK5* have InsP_6_ kinase activity in vitro, and produce Ins*P*_7_ and Ins*P*_8_ from phytic acid^29^*.* Also, *OsVIP1* and *OsVIP2*, encoding inositol hexakisphosphate and diphosphoinositol-pentakisphosphate kinase Vip1/PPIP5K-like proteins, produce Ins*P*_7_ and Ins*P*_8_. VIP2, the rice homolog for the Arabidopsis VHI2 protein, critical for Ins*P*_8_ production^30^, was upregulated in leaves of mycorrhizal rice plants.

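VIP2 (Os03g0689100) averaged 6.54 ± 1.83 FPKM (SD, n = 3) in non-mycorrhizal and 43.2 ± 5.23 FPKM in mycorrhizal leaves. Its log2 fold change of 2.74 (SE 0.22, limma adjusted p = 6.85e-05) was the largest rise among the genes of Supplementary Table S3, and it was 2.09 after the correction for length. VIP1 (Os01g0777700) changed in the opposite direction, from 42.8 ± 4.05 to 24.3 ± 1.89 FPKM (log2 fold change -0.81, SE 0.13, limma adjusted p = 0.000762).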

Collectively, results here presented support that the inoculation of rice roots with the AM fungus *F. mosseae* results in systemic alterations in the expression of genes involved in the biosynthesis of inositol polyphosphates and phosphoinositides. It is worth mentioning that although several studies described a correlation between inositol phosphate metabolites and Pi homeostasis in the model dicotyledonous Arabidopsis^30–34^, at present, no systematic study of phosphoinositide or inositolpolyphosphate signaling has been performed in AM symbiosis in cereal species, as rice is. Similarly, cross-talk between inositol polyphosphates and JA signaling has been described in Arabidopsis^35–37^. 

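With each of the 6 libraries left out in turn, 33 to 42 genes of Supplementary Table S3 were up-regulated and 11 to 13 down-regulated. The paper presents its results collectively as support for systemic alterations in the expression of these biosynthesis genes after root inoculation.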

Taking into account that inositol phosphate metabolites act as important signaling molecules, the observed mycorrhiza-induced alterations in the expression of genes involved in inositol phosphate metabolic pathways is expected to have an impact on multiple signaling processes in mycorrhizal rice plants, including Pi homeostasis and hormonal regulation. Along with this, genes involved in hormone signaling were also found to be regulated in leaves of mycorrhizal rice plants, as described below.

### Expression of genes related to hormone signaling in leaves of mycorrhizal rice plants

In addition to developmental regulation, plant hormones also play important roles in symbiotic interactions between plants and AM fungi^38^. Each of the plant hormones possesses specific functions and they also interact with each other either in an antagonistic or cooperative way. However, contradictory results have been reported in studies related to hormone signaling in AM symbiosis, such as Jasmonic acid (JA), ethylene (ET), Salicylic acid (SA) and auxins, which led to the notion that these regulatory mechanisms are dependent on the plant species and growth conditions (e.g., Pi supply conditions)^38^. Contrary to what was previously described in *Medicago truncatula* and tomato, the establishment of AM symbiosis appears to occur independently of Jasmonic Acid in rice^39^.

Transcriptome analysis revealed a down-regulation of many genes involved in JA biosynthesis and signaling in leaves of mycorrhizal plants (Fig. 5A; Supplementary Table S4). 

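Of the 45 jasmonate and ethylene genes in Supplementary Table S4, 39 were down-regulated and 3 were up-regulated (40 and 3 with the adjustment over the list alone), with a median log2 fold change of -1.84. The 38 jasmonate genes among them account for 34 of the down-regulated and 2 of the up-regulated genes. The fewest down-regulated genes of the table in any fit that left out 1 library were 31. Genes matched on length had a median log2 fold change of 0.33, so that these genes fell against the direction of the dependence on length, and 38 of the 39 down-regulated calls and 1 of the 3 up-regulated ones were kept after the correction.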

The mycorrhiza-regulated genes in the JA biosynthesis pathway identified in this study are presented in Fig. 5B. Although most of our knowledge in JA biosynthesis and signaling comes from studies in Arabidopsis, all homologs of Arabidopsis genes have been identified in rice^40^. JA (and JA-derivatives) originates from lipids, preferentially α–linolenic acid, which is released from galactolipids of chloroplast membranes. Linoleic acid is then converted to OPDA through the enzymes Lipoxygenase (LOX), allene oxidase synthase (AOS), and allene oxide cyclase (AOC) in the chloroplast. OPDA is then transported to peroxisomes where it is reduced by OPDA reductase (OPR), and after three rounds of β-oxidation JA is produced. To note, among the mycorrhiza down-regulated genes in rice leaves, we identified genes involved in the different steps of JA biosynthesis, namely *Phospholipases A* (*PLA1-IIδ, PLA1-Iβ1, PLA1-Iγ1, pPLA-IIIα, pPLA-IIϕ, pPLA-IIIβ, pPLA-IIIζ), Phospholipases C (PLC4, NPC1, NPC2, NPC3), Phospholipases D* (*PLDα2, PLDα3, PLDζ2, PLDφ*), *Lipoxygenases* (*OsLOX1, OsLOX2, OsLOX5, OsLOX6, OsLOX7, OsLOX8, OsHI-LOX, OsLOX*), *AOS* (*OsAOS1, OsAOS2*), *AOC* (represented by a unique member in the rice genome), and *OPR* (*OsOPR1, OsOPR7*, *OsOPR10*) genes (Fig. 5A,B; Supplementary Table S4). 

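All 7 phospholipase A genes were down-regulated (log2 fold changes from -2.96 to -1.45). So were 8 of 9 phospholipase C and D genes and 7 of 8 lipoxygenase genes, and the correction for length kept all these calls. After rescaling to TPM, 6 phospholipase A, 5 phospholipase C and D and 7 lipoxygenase genes were down-regulated, and with the replicate block 6, 5 and 8. The remaining phospholipase gene, PLDζ1, was up-regulated (log2 fold change 1.05, limma adjusted p = 0.00581), a call lost after the correction for length. The remaining lipoxygenase gene, OsLOX1, was lower without passing the threshold. The largest falls among the lipoxygenases were those of HI-LOX (Os08g0508800), from 34.7 ± 5.87 to 2.57 ± 0.824 FPKM (SD, n = 3; log2 fold change -3.74, SE 0.26, limma adjusted p = 5.39e-05), and LOX8 (Os08g0509100), from 5.80 ± 1.32 to 0.352 ± 0.205 FPKM (log2 fold change -3.78, SE 0.40). Their identifiers lie close together and the counting could have split fragments between them, so each value is uncertain. AOS2 (Os03g0225900) fell from 6.02 ± 1.01 to 0.976 ± 0.401 FPKM (log2 fold change -2.57, SE 0.33) and AOC (Os03g0438100) from 51.6 ± 2.25 to 24.3 ± 2.94 FPKM (log2 fold change -1.09, SE 0.13). OPR7 (Os08g0459600) fell from 29.1 ± 3.92 to 10.8 ± 0.397 FPKM (log2 fold change -1.42, SE 0.14). OPR10 (Os01g0369900) was at 24.4 ± 3.43 and 17.6 ± 4.39 FPKM, and the groups overlapped (log2 fold change -0.49, SE 0.20, limma adjusted p = 0.0537); it was called only after the correction for length, at -0.95.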

Although the functional implication of this negative regulation of JA biosynthesis genes remains to be investigated, these findings suggest that JA biosynthesis is repressed in leaves of mycorrhizal rice plants which is consistent with previous observations indicating that JA biosynthesis is dispensable for AM symbiosis in rice^39^.

**Figure 5:**
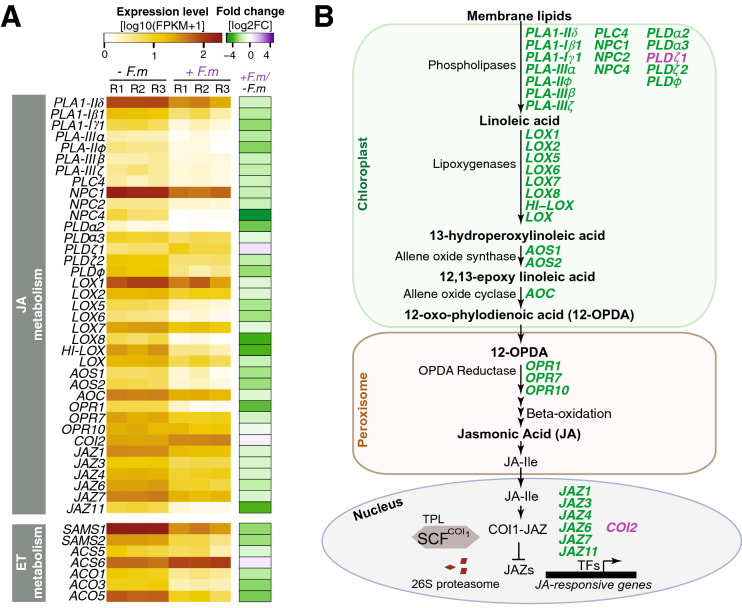
Differential expression of genes involved in biosynthesis of Jasmonic Acid and Ethylene in leaves of rice (cv Loto) plants. RNA-Seq was used to identify DEGs in leaves of *F. mosseae*-inoculated *vs* non-inoculated (+ *F.m vs* − *F.m*) plants at 23 dpi. (**A**) Heatmaps showing RNA-seq expression level and fold change as indicated in Fig. 4A legend. The full gene names and ID list are in listed in Supplementary Table S4. (**B**) Biochemical pathway for the synthesis of Jasmonic acid (JA). DEGs in leaves of AM-inoculated rice plants are indicated in purple (up-regulated) and green (down-regulated). Enzyme abbreviations are as follows: *AOC* Allene oxide cyclase, *AOS* Allene oxide synthase, *COI* Coronatine insensitive 1, *HPL3* Hydroperoxide lyase 3, *JAZ* jasmonate ZIM-domain protein, *LOX* Lipoxygenase, *NPC* Non-specific phospholipase C, *OPR* 12-oxo-phylodienoic acid, *PLA* Phospholipase A, *PLC* Phospholipase C, *PLD* Phospholipase D, *SCF* SKp1, Cullin and F-box proteins, *TPL* TOPLESS protein.

Regarding JA signaling, it is known that perception of JA-Ile (the bioactive JA derivative) by CORONATINE INSENSITIVE 1 (COI1) and JASMONATE ZIM DOMAIN (JAZ) proteins triggers the degradation of JAZ proteins by the SCF^COI1^ complex-mediated 26 proteasome for activation of downstream JA-responsive genes (Fig. 5). Whereas the Arabidopsis genome has a single *COI1* gene (*COI1*), the rice genome contains three closely related *COI* genes (*OsCOI1*, *OsCOI2*, *OsCOI3*). The three *COI* genes play a role in JA signaling in rice by interacting with JAZ proteins in rice^41^. Our transcriptome analysis revealed up-regulation of *OsCOI2*, whereas 6 *OsJAZ* genes (*OsJAZ1, OsJAZ3, OsJAZ4, OsJAZ6, OsJAZ7, OsJAZ11*) were repressed in leaves of mycorrhizal plants (Fig. 5; Supplementary Table S4).

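COI2 (Os03g0265500) rose from 30.9 ± 1.33 to 48.9 ± 3.79 FPKM (SD, n = 3), a log2 fold change of 0.66 (SE 0.11, limma adjusted p = 0.00137). After the correction for length it was 0.14 and not called. All 6 JAZ genes were down-regulated, and their limma adjusted p was at most 0.000379; all of these calls were kept after the correction for length. The largest fall was in JAZ11 (Os03g0180900), from 7.11 ± 1.00 to 0.527 ± 0.260 FPKM (log2 fold change -3.59, SE 0.34), followed by JAZ6 (Os03g0402800), from 32.9 ± 1.40 to 8.71 ± 1.58 FPKM (-1.92, SE 0.16). JAZ1 (Os04g0653000), JAZ3 (Os08g0428400), JAZ4 (Os09g0401300) and JAZ7 (Os07g0615200) had log2 fold changes of -1.22, -1.18, -1.23 and -1.23, with SE of 0.11, 0.16, 0.14 and 0.13.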

Among the set of down-regulated genes in leaves of mycorrhizal rice, we also identified the three key genes involved in ethylene biosynthesis, namely the *S-adenosyl-L-methionine synthetase* (*OsSAMS1, OsSAMS2*), which catalyzes the conversion of S-adenosylmethionine (AdoMet) from methionine, the *1-aminocyclopropane-1-carboxylic acid* (ACC) synthases (*OsACS5*) which catalyzes the conversion of AdoMet to ACC, the rate-limiting step in ET biosynthesis, and ACC oxidases (*OsACO1, OsACO3, OsACO5*) which catalyzes oxidation of ACC to form ethylene (Fig. 5A; Supplementary Table S4). 

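SAMS1 (Os05g0135700) fell from 301 ± 30.5 to 44.1 ± 11.3 FPKM (SD, n = 3; log2 fold change -2.79, SE 0.18, limma adjusted p = 4.73e-05) and SAMS2 (Os01g0323600) from 33.9 ± 2.65 to 5.72 ± 2.15 FPKM (log2 fold change -2.63, SE 0.28). ACS5 (Os01g0192900) was lower, at 4.24 ± 2.16 against 9.30 ± 2.73 FPKM, but the spread between mycorrhizal libraries was large and it was not called (log2 fold change -1.24, SE 0.43, limma adjusted p = 0.032). A second ACC synthase gene, ACS6 (Os06g0130400), rose from 64.3 ± 4.11 to 117 ± 11.4 FPKM (log2 fold change 0.86, SE 0.12). Among the ACC oxidases, ACO5 (Os05g0149400) fell most, from 80.2 ± 6.78 to 9.33 ± 3.33 FPKM (log2 fold change -3.16, SE 0.26). In total 5 of 7 ethylene genes of Supplementary Table S4 were down-regulated and 1 was up-regulated, and the same numbers kept their calls after the correction for length.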

Although not proven, this observation points to the repression of ethylene biosynthesis in rice leaves during AM symbiosis.

### Expression pattern of genes involved in Pi signaling and homeostasis

As previously mentioned, genes in the “Cellular Response to Phosphate starvation” GO term were highly represented among down-regulated DEGs in leaves of mycorrhizal rice plants (Fig. 3B, right panel). This category included genes that mediate Pi signaling, transport, and remobilization. In particular, the expression of an important number of phosphate transporters was found to be down-regulated. They included: members of the *PHT* phosphate transporters belonging to the *PHT1* (*OsPHT1;1, PHT1;4, OsPHT1;8*), *PHT2* (*OsPHT2;1*), *PHT3* (*OsPHT3;1, OsPHT3;5*) and *PHT4* (*OsPHT4;1, OsPHT4;3, OsPHT4;5*) families, and *PHOSPHATE1* (*PHO1*) transporters (*OsPHO1-2, OsPHO1-3*) (Fig. 6A; Supplementary Table S5). 

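Of the 11 PHT and PHO1 genes, 5 were down-regulated and 4 up-regulated in the FPKM table, and this count did not change after the correction for length. The PHT1 genes fell most. PHT1;4 (Os04g0186400) fell from 53.4 ± 7.28 to 2.16 ± 0.830 FPKM (SD, n = 3; log2 fold change -4.64, SE 0.29, limma adjusted p = 4.56e-05), PHT1;8 (Os10g0444700) from 49.2 ± 8.54 to 2.03 ± 0.967 FPKM (log2 fold change -4.61, SE 0.31) and PHT1;1 (Os03g0150600) from 65.0 ± 5.26 to 4.73 ± 2.76 FPKM (log2 fold change -3.91, SE 0.35). PHO1-3 (Os06g0493600) fell from 22.4 ± 1.61 to 6.10 ± 0.503 FPKM (log2 fold change -1.86, SE 0.14). PHT3;1 (Os02g0767500) was lower, at 37.2 ± 6.05 against 52.0 ± 4.08 FPKM, without passing the threshold (log2 fold change -0.49, limma adjusted p = 0.0181). The up-regulated genes were PHT2;1 (Os02g0593500), from 43.4 ± 8.50 to 89.5 ± 15.3 FPKM, PHT4;1 (Os01g0279700), from 212 ± 6.73 to 386 ± 39.9 FPKM, PHT4;3 (Os01g0852200), from 11.5 ± 1.66 to 31.9 ± 7.89 FPKM, and PHT4;5 (Os12g0595000), from 12.4 ± 0.219 to 22.5 ± 1.45 FPKM. Their log2 fold changes were 1.05, 0.86, 1.44 and 0.86, with limma adjusted p-values of 0.00131, 0.000615, 0.000515 and 0.000547.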

In Arabidopsis, phosphorylation of PHT1 phosphate transporters by CK2α3/β3 kinase negatively affects trafficking to the plasma membrane from the endoplasmic reticulum^42^. We noticed that the CK2α3 subunit gene was up-regulated in leaves of mycorrhizal rice pointing to a possible retention of PHT1 transporters in the ER (Fig. 6A; Supplementary Table S5). 

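The CK2α3 subunit gene (Os03g0207300) rose from 11.9 ± 0.448 to 31.6 ± 2.34 FPKM (SD, n = 3). Its log2 fold change was 1.40 (SE 0.12, limma adjusted p = 8.67e-05), between 1.36 and 1.46 with each library left out in turn.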

Figure 6B represents the signaling events involved in Pi homeostasis altered in mycorrhizal rice plants.

**Figure 6:**
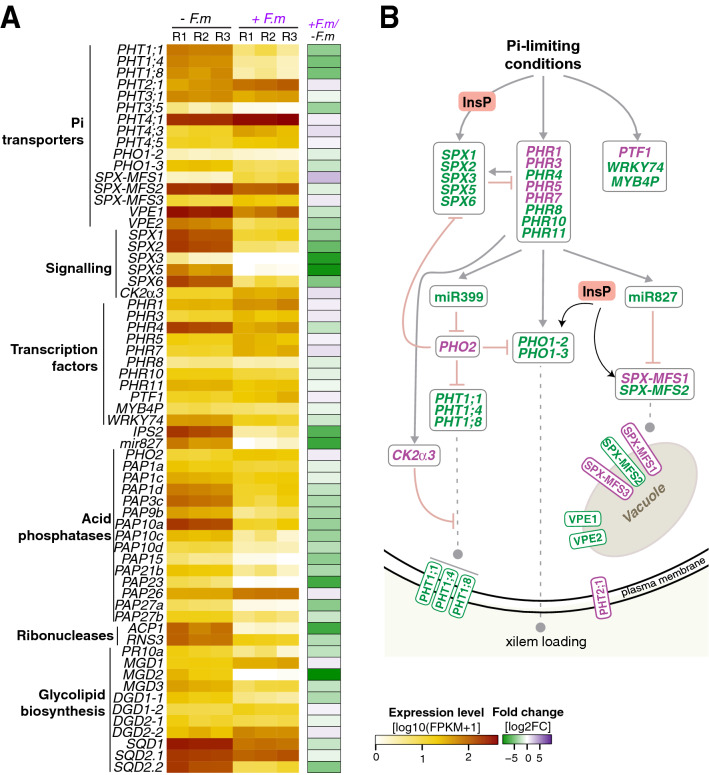
Differential expression of genes involved in Pi signaling and homeostasis in leaves of rice (cv Loto) plants. RNA-Seq was used to identify DEGs in leaves of *F. mosseae*-inoculated vs non-inoculated (+ *F.m* vs − *F.m*) plants at 23 dpi. (**A**) Heatmap showing RNA-seq expression level and fold change as indicated in Fig. 4A legend. The full gene names and ID list are in listed in Supplementary Table S5. (**B**) Regulatory network of Pi starvation responses**.** The PHR and related transcription factors are negatively regulated by the SPX proteins, which can sense Inositol polyphosphates (InsPs). Under P limitation, PHR relieves negative post-transcriptional control of Pi transporters responsible of Pi uptake through the induction of *MIR399* (targeting *PHO2*). In rice, miR827 targets *SPX-MFS1* and *SPX-MSF2* transcripts. The SPX-MFS1 and SPX-MSF2 proteins, as well as the Vacuolar Efflux Proteins (VPEs) modulate Pi homeostasis by regulating Pi influx and efflux from vacuoles. Under sufficient Pi-conditions, the CK2α3/β3 kinase phosphorylates PHT1 resulting in retention of PHT1 transporters in the endoplasmic reticulum. InsPs are sensed by the SPX domain of SPX-EXS proteins (e.g., PHO1-2, PHO1-3) and SPX-MFS proteins. Most of these studies have been done in Arabidopsis^43^.

PHR1 (PHOSPHATE STARVATION RESPONSE 1), a member of the MYB superfamily of transcription factors, has been shown to control the transcriptional activation and repression responses to phosphate starvation in plants^43–46^ In particular, PHR1 and related transcription factors are known to be key players in Pi signaling in Arabidopsis and rice^43,45,46^. To note, the expression of several PHR transcription factors were regulated in leaves of mycorrhizal plants (Fig. 6; Supplementary Table S5). Of them, *OsPHR4* was strongly down-regulated, indicating that this particular *PHR* family member might have a specific function in regulating Pi homeostasis in leaves of mycorrhizal rice. 

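PHR4 (Os06g0703900) was the most expressed PHR gene in non-mycorrhizal leaves and fell from 149 ± 18.9 to 37.9 ± 8.13 FPKM (SD, n = 3), a log2 fold change of -1.99 (SE 0.17, limma adjusted p = 8.22e-05). Among the 8 PHR genes of Supplementary Table S5, 4 were up-regulated and 3 were down-regulated, and 4 and 2 of these kept their call after the correction for length. PHR7 (Os03g0325500) rose most, from 11.6 ± 0.893 to 29.7 ± 3.50 FPKM (log2 fold change 1.35, SE 0.14). PHR10 (Os09g0299000) fell from 16.5 ± 0.356 to 8.91 ± 0.911 FPKM (log2 fold change -0.88, SE 0.14); its identifier lies beside that of PHR11, and fragments could have been split between both genes.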

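WRKY74 (Os09g0334500) fell from 41.7 ± 1.43 to 13.7 ± 2.18 FPKM (SD, n = 3; log2 fold change -1.61, SE 0.15, limma adjusted p = 9.16e-05). MYB4P (Os11g0558200) was lower, at 4.25 ± 0.541 against 6.54 ± 1.19 FPKM, but not called (log2 fold change -0.60, SE 0.21, limma adjusted p = 0.0328). PTF1 (Os06g0193400) rose from 12.9 ± 1.48 to 24.2 ± 5.89 FPKM (log2 fold change 0.88, SE 0.19, limma adjusted p = 0.00382), a call that was lost after the correction for length and in some fits that left out 1 library.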

Other transcription factors that are involved in the phosphate starvation responses were also regulated in leaves of mycorrhizal rice, such as *OsMYB4P* and *OsWRKY74* (down-regulated), or PTF1 (up-regulated) (Fig. 6; Supplementary Table S5)^47–49^. Furthermore, the expression of several SPX domain-containing protein genes was repressed in leaves of mycorrhizal plants (*OsSPX1, OsSPX2, OsSPX3, OsSPX5, OsSPX6)*. 

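All 5 SPX genes were down-regulated. SPX5 (Os03g0406100) fell most, from 50.8 ± 14.2 FPKM (SD, n = 3) to 0.154 ± 0.151 FPKM, with 0 to 5 fragments per mycorrhizal library (log2 fold change -7.83, SE 0.48, limma adjusted p = 4.56e-05). SPX2 (Os02g0202200) fell from 154 ± 26.2 to 4.35 ± 0.750 FPKM (log2 fold change -5.11, SE 0.18), SPX6 (Os07g0614700) from 129 ± 28.5 to 6.62 ± 2.83 FPKM (log2 fold change -4.33, SE 0.29) and SPX1 (Os06g0603600) from 137 ± 28.8 to 12.6 ± 3.27 FPKM (log2 fold change -3.44, SE 0.21). SPX3 (Os10g0392600) was weakly expressed, at 1.68 ± 1.25 FPKM in non-mycorrhizal leaves, and no fragment was counted in any mycorrhizal library; against the floor of 3 fragments it was at least 7.81-fold lower (log2 fold change -3.94 on the log2(FPKM + 0.1) scale, limma adjusted p = 0.000639).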

SPX domain-containing proteins are known to function as a sensor for Pi level in controlling Pi homeostasis^50,51^.

Pi import and export from the vacuole, the primary intracellular compartment for Pi storage in plant cells, serve as a critical mechanism for the maintenance of appropriate cytosolic Pi levels. In rice, three members of SPX proteins possess an MFS (Major Facilitator Superfamily) domain, and are involved in Pi transport across the tonoplast, SPX-MSF1, SPX-MSF2, and SPX-MSF3. 

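SPX-MFS2 (Os02g0678200) was the most expressed of the SPX-MFS genes and fell from 207 ± 20.2 to 104 ± 11.0 FPKM (SD, n = 3), and its log2 level decreased by 1.00 (SE 0.13, limma adjusted p = 0.000353). SPX-MFS3 (Os06g0129400) rose from 8.84 ± 1.36 to 17.9 ± 3.37 FPKM (log2 fold change 1.01, SE 0.18, limma adjusted p = 0.00172), and after the correction for length its log2 fold change was 0.54 and not called.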

An opposite behavior in the expression of these genes could be observed in leaves of mycorrhizal rice plants (down-regulation of *OsSPX-MSF2*; up-regulation of *OsSPX-MSF1* and *OsSPX-MSF3*). In this respect, Pi deficiency was reported to induce (*OsSPX-MSF2*) or repress (*OsSPX-MSF1*, *OsSPX-MSF3*) the expression of these genes in rice^51^. 

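VPE1 (Os04g0555300) fell from 300.0 ± 37.7 to 83.1 ± 31.2 FPKM (SD, n = 3; log2 fold change -1.91, SE 0.24, limma adjusted p = 0.000321) and VPE2 (Os08g0156600) from 59.2 ± 10.9 to 7.27 ± 1.54 FPKM (log2 fold change -3.02, SE 0.20, limma adjusted p = 4.85e-05). Both falls were larger than the spread between replicates and passed the threshold in every fit that left out 1 library.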

Expression of the vacuolar Pi efflux transporters *OsVPE1* and *OsVPE2* was also down-regulated in leaves of mycorrhizal rice (Fig. 6A,B; Supplementary Table S5).

Genes that have proven to be implicated in the remobilization of Pi from organic P resources, such as purple acid phosphatases (*PAPs*), acid phosphatase (*ACP1*), and ribonucleases (*RNS3, PR10a*) were repressed in leaves of mycorrhizal rice plants, indicating that these plants have an adequate P status (Fig. 6A; Supplementary Table S5). 

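Of the 14 PAP genes in Supplementary Table S5, 13 were down-regulated, with log2 fold changes down to -5.31, and all of these calls were kept after the correction for length. PAP10a (Os01g0776600) was the most expressed in non-mycorrhizal leaves and fell from 156 ± 27.5 to 14.2 ± 4.82 FPKM (SD, n = 3; log2 fold change -3.48, SE 0.23, limma adjusted p = 4.73e-05). PAP26 (Os06g0643900) was up-regulated, from 34.4 ± 1.00 to 70.7 ± 4.23 FPKM (log2 fold change 1.03, SE 0.11). The genes PAP1c and PAP1d, and PAP10c and PAP10d, have neighbouring identifiers and are uncertain where fragments were split between them. ACP1 (Os01g0720400) fell from 79.4 ± 21.7 to 0.814 ± 0.185 FPKM, with 9 to 17 fragments per mycorrhizal library (log2 fold change -6.42, SE 0.24). The ribonuclease gene RNS3 (Os08g0434100) fell from 81.4 ± 15.1 to 14.3 ± 2.21 FPKM (log2 fold change -2.50, SE 0.17). PR10a (Os12g0555500) fell from 13.0 ± 3.14 to 2.86 ± 2.07 FPKM (log2 fold change -2.46, SE 0.56, limma adjusted p = 0.00511) and lost its call after the correction for length and in some fits that left out 1 library.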

In this respect, it is well known that membrane phospholipids (a major source for internal Pi supply) are degraded under Pi limiting conditions, which are then replaced by non-phosphorus lipids (galactolipids and sulfolipids). Galactolipids are essential for a functional photosynthetic apparatus in the chloroplast, and include monogalactosyldiacylglycerol (MGDG) and digalactosyldiacylglycerol (DGDG) lipids, which are synthesized by MGDG synthase (or MGD) and DGDG synthase (or DGD). Plants have evolved various acclimation responses to cope with phosphate depletion, including Pi remobilization from endogenous phosphorus-containing resources like phospholipids^52^. Thereby membrane phospholipids are dephosphorylated and can be used as an internal phosphate source, while galactolipids are incorporated into the membrane to maintain membrane functionality. Remarkably, the expression of genes involved in the biosynthesis of these major galactolipids, MGDG (*OsMGD1*, *OsMGD2*, *OsMGD3*) and DGDG (*OsDGD1-1*, *OsDGD1-2*, *OsDGD2-1*, *OsDGD2-2*) was regulated in leaves of mycorrhizal rice, their expression being mainly down-regulated in leaves of mycorrhizal rice (Fig. 6; Supplementary Table S5). These observations suggest that membrane lipid remodeling toward galactolipids, most probably, does not occur in leaves of mycorrhizal plants because of the greater capacity of mycorrhizal roots to take up Pi. 

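Of the 7 galactolipid genes, 3 were down-regulated, 3 were up-regulated and OsDGD2-1 was lower without passing the threshold. MGD2 (Os08g0299400) fell most: it averaged 20.5 ± 6.68 FPKM (SD, n = 3) in non-mycorrhizal leaves and had at most 2 fragments in any mycorrhizal library, at least 119-fold lower (log2 fold change -7.24, SE 0.42, limma adjusted p = 4.56e-05). MGD3 (Os02g0802700) fell from 33.0 ± 5.66 to 7.88 ± 2.00 FPKM (log2 fold change -2.07, SE 0.22) and DGD1-1 (Os04g0416900) from 18.2 ± 3.35 to 2.72 ± 0.682 FPKM (log2 fold change -2.71, SE 0.23). MGD1 (Os09g0423600) rose from 16.7 ± 0.776 to 33.0 ± 3.96 FPKM (log2 fold change 0.97, SE 0.13), and DGD2-2 (Os03g0268300) from 25.0 ± 4.80 to 51.9 ± 4.30 FPKM (log2 fold change 1.06, SE 0.15). The third up-regulated gene, OsDGD1-2, was not called after the correction for length.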

On the other hand, the synthesis of sulfolipids is catalyzed by uridine diphosphate-sulfoquinovose synthase (encoded by *OsSQD1*) and sulfoquinovosyldiacylglycerol synthase (*OsSQD2*). The expression of *OsSQD1*, *OsSQD2.1* and *OsSQD2.2* was repressed in leaves of mycorrhizal rice.

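SQD2.2 (Os01g0142300) fell from 147 ± 34.0 to 8.27 ± 2.34 FPKM (SD, n = 3; log2 fold change -4.15, SE 0.22, limma adjusted p = 3.21e-05) and SQD1 (Os05g0387200) from 269 ± 17.9 to 76.2 ± 5.38 FPKM (log2 fold change -1.82, SE 0.12). SQD2.1 (Os07g0100300) fell less, from 169.7 ± 14.4 to 109 ± 15.6 FPKM (log2 fold change -0.65, SE 0.14, limma adjusted p = 0.0037), and was not called after rescaling to TPM or in some fits that left out 1 library.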

On the other hand, the implication of the microRNAs miR399 and miR827 in regulating Pi starvation responses in plants is well documented^50,53^. Our transcriptome analysis revealed down-regulation of miR827, and up-regulation of its target gene *SPX-MSF1* encoding a vacuolar Pi transporter (Fig. 6; Supplementary Table S5), which was further confirmed by qRT-PCR and statistical analysis of miR827 precursor transcripts and *SPX-MSF1* (Fig. 7A). miR827 transcripts were barely detectable in mycorrhizal rice. Thus, a miR827-mediated cleavage of *SPX-MSF1* transcripts would regulate the intracellular distribution of Pi between the cytoplasm and vacuoles^50,51^.

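In the FPKM table the miR827 precursor (Os02g0609000, 162 bases) averaged 52.3 ± 16.1 FPKM (SD, n = 3) in non-mycorrhizal leaves, with 87 to 168 fragments per library, and 0.498 ± 0.548 FPKM in mycorrhizal leaves, where 0 to 2 fragments per library lie under the floor of 3. Against that floor it was at least 36.7-fold lower (log2 fold change -7.02, SE 0.76, limma adjusted p = 0.00016). SPX-MFS1 (Os04g0573000) rose from 1.13 ± 0.168 to 8.30 ± 1.23 FPKM, a log2 fold change of 2.77 (SE 0.24, limma adjusted p = 7.67e-05), and 2.32 after the correction for length.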

**Figure 7:**
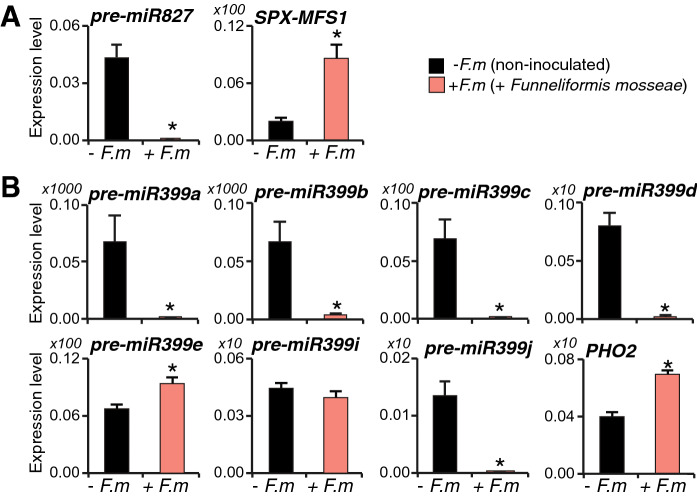
Accumulation of miR399 and miR827 precursor transcripts in leaves of mycorrhizal plants. RNA was obtained from leaves of non-inoculated (− *F.m*) and AM inoculated (+ *F.m*) rice (cv. Loto) plants at 23 dpi. The expression level was determined by qRT-PCR. Primers used sequences are listed in Supplementary Table S6. Data are mean ± SE (n = 3; each sample consisted of a pool of 3 individual leaves; *p < 0.05, ANOVA test). (**A**) Accumulation of precursor transcripts for *miR827* and its target genes *OsSPX-MFS1.* (**B**) Accumulation of precursor transcripts for *miR399* family members and its target genes *OsPHO2.*

On the other hand, the rice miRNA399 family consists of 11 members (miRNA399a to miR399k; miRBASE v22.1) (Supplementary Fig. S3), all of then targeting the *PHOSPHATE2* (*OsPHO2,* also named *LTN*, *Leaf Tip Necrosis*) gene, which encodes a ubiquitin-conjugating E2 enzyme that mediates the degradation of Pi transporters^54,55^. As for most rice miRNAs, no RAP-DB gene ID is currently assigned to any of the miR399 family members, and, accordingly, this miRNA was not identified as DEG in our RNA-seq analysis. Nevertheless, the miR399 target *OsPHO2* was significantly up-regulated in leaves of mycorrhizal rice (Fig. 6; Supplementary Table S5). Accordingly, the expression of each miR399 member was analyzed by qRT-PCR. 

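PHO2 (Os05g0557700) rose from 10.6 ± 1.51 to 20.4 ± 1.73 FPKM (SD, n = 3), a log2 fold change of 0.94 (SE 0.15, limma adjusted p = 0.000973). The gene is 4262 bases long, and after the correction for length its log2 fold change was 0.20 and not called.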

Precursor transcripts for seven out of the eleven miR399 family members (*MIR399a, MIR399b, MIR399c, MIR399d, MIR399e, MIR399i, MIR399j*) accumulated in leaves of non-mycorrhizal control plants, these plants being grown under low Pi supply (Fig. 7A). Of them, *MIR399a, MIR399b, MIR399c, MIR399d, MIR399j* were barely detectable in leaves of mycorrhizal plants. Conversely, *MIR399e* and *MIR399i* precursor transcripts accumulated at higher or similar level, respectively, in mycorrhizal plants compared with non-mycorrhizal plants. These results demonstrated a statistically significant differential regulation (from repression to activation) of miR399 family members in leaves of mycorrhizal rice plants. In this study, precursor transcripts for *MIR399f, MIR399g*, and *MIR399h* were undetectable. As expected and in accordance with RNA-seq data, anticorrelation between *MIR399* and *OsPHO2* occurred in leaves of mycorrhizal rice (Fig. 7B).

Overall, comparative analysis of leaf transcriptomes of mycorrhizal and non-mycorrhizal rice plants revealed systemic regulation of distinct members of genes involved in Pi signaling and homeostasis. Repression of phosphate starvation-responsive genes and those involved in the biosynthesis of non-phosphorus membrane lipids is consistent with an improved Pi nutrition, as revealed by the observation that mycorrhizal Loto plants have a higher Pi content in leaves than non-mycorrhizal plants (Fig. 1D).

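Over the 63 genes of Supplementary Table S5, 41 were down-regulated and 17 up-regulated, with the same counts when the adjustment was made over the list alone. The median log2 fold change was -1.86. With each library left out in turn, 36 to 42 genes were down-regulated and 14 to 17 were up-regulated. The largest change in the counts came with the test against the log2 threshold, which gave 34 down-regulated and 5 up-regulated genes. The correction for length left 39 of the 41 down-regulated genes and 13 of the 17 up-regulated ones.

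**Figure D4:**
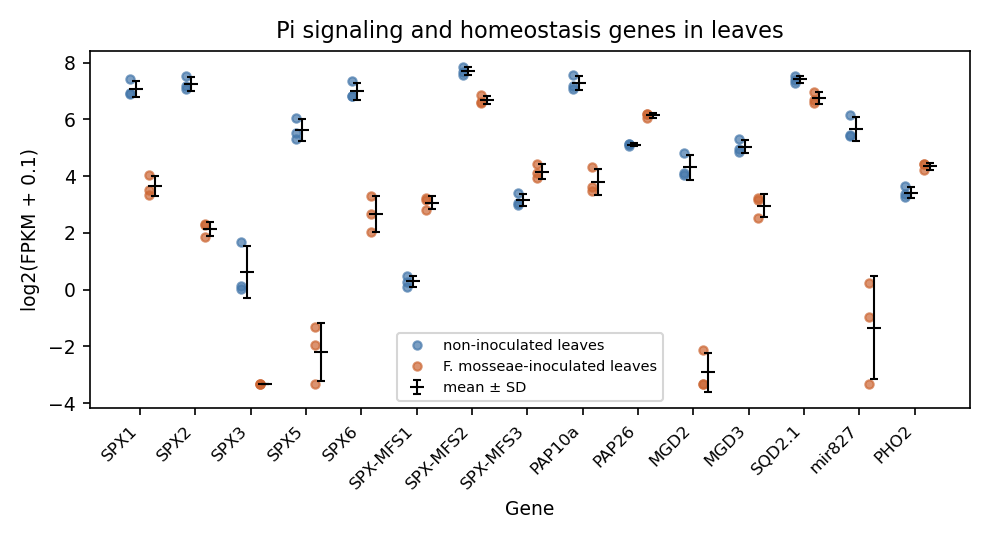
Expression of 15 Pi signaling and homeostasis genes as log2(FPKM + 0.1) (vertical axis) in non-mycorrhizal and mycorrhizal leaves. Points are the 3 libraries of each group and bars the mean ± SD; SPX-MFS1, SPX-MFS3, PAP26 and PHO2 are higher and the other 11 genes lower in mycorrhizal leaves, and SPX-MFS3 and PHO2 are not called after the correction for length.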

## Discussion

Although rice is the staple food of more than half of the world's population, very few studies focused on the impact of root colonization by AM fungi on rice. Here, we show that inoculation with *F. mosseae* stimulates growth and increases Pi content in leaves of rice plants (cv Loto), supporting that Loto plants are effectively colonized by this AM fungus. We also show that root colonization by *F. mosseae* is associated to massive systemic transcriptional alterations in the rice leaf transcriptome. The transcriptional responses in leaves of mycorrhizal rice plants appear to differ substantially from those previously reported in roots of rice plants colonized by *R. irregularis*^19,56^. Here, alterations in the expression of genes related to mineral transport were described in lateral roots, whereas secondary cell wall and phytohormone metabolism genes are regulated in adult crown roots^19^. As AM symbiosis improves Pi nutrition with the potential to optimize rice production, a deeper understanding of transcriptional regulatory mechanisms underlying AM symbiosis in rice is a requisite to ultimately use this symbiotic association in rice cultivation while avoiding the adverse impact of chemical fertilizers.

Diverse processes were regulated in leaves of mycorrhizal rice plants, such as those related to phospholipid and hormone signaling, as well as regulatory mechanisms controlling Pi homeostasis (summarized in Fig. 8). Reprogramming of host gene expression in leaves is potentially important to maintain an appropriate Pi status in the plant and a stable symbiotic relationship.

**Figure 8:**
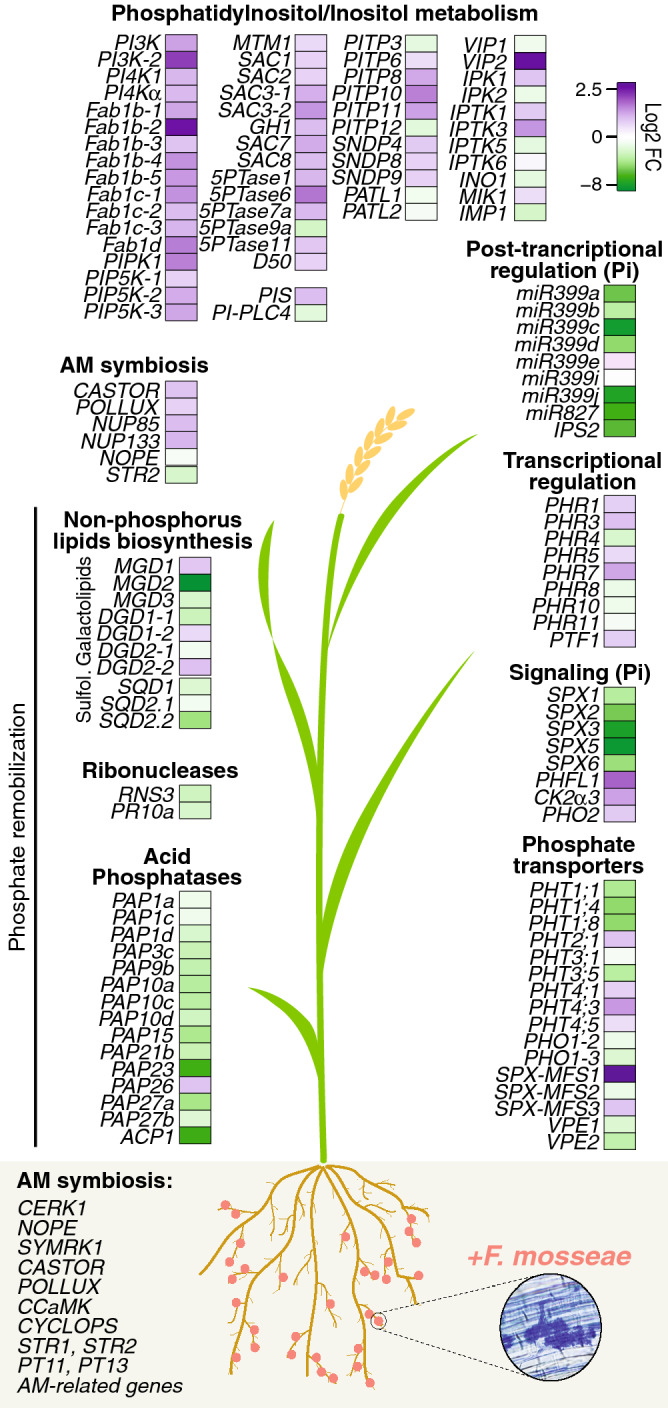
Summary of systemically regulated genes in leaves of mycorrhizal rice plants. Genes involved in phosphatidylinositol biosynthesis and phospholipid-based signaling events are indicated. Heatmaps showing log2 fold change (AMF-inoculated vs non inoculated) rice (cv. Loto) plants are included. Up-regulated (purple) and down-regulated (green) DEGs. The expression of genes involved in AM symbiosis has been mostly studied in roots of mycorrhizal plants^57^. In this study, several AM symbiosis-related genes were also found to be up-regulated in leaves of mycorrhizal rice plants, such as two cation channels *OsCASTOR (Os03g0843600) and OsPOLLUX (Os01g0870100),* and two nuclear porins *OsNUP85 (Os01g074620) and OsNUP133 (Os03g022550)*.

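All 4 genes were up-regulated in the FPKM table. CASTOR rose from 6.89 ± 0.721 to 14.1 ± 2.86 FPKM (SD, n = 3; log2 fold change 1.01, SE 0.19, limma adjusted p = 0.00211) and POLLUX from 7.67 ± 0.871 to 13.7 ± 1.56 FPKM (log2 fold change 0.83, SE 0.16, limma adjusted p = 0.00235). The nucleoporin genes, found in the table as Os01g0746200 (NUP85) and Os03g0225500 (NUP133), rose from 8.66 ± 0.413 to 18.8 ± 2.65 FPKM (log2 fold change 1.10, SE 0.15) and from 8.35 ± 0.182 to 19.2 ± 3.84 FPKM (log2 fold change 1.17, SE 0.17). The genes are long, between 3031 and 4183 bases, and genes matched on length, which unlike these were not chosen by their rise, were up-regulated in 46.8% of draws. The median log2 fold change of the 4 genes was 1.05 and that of the matched genes 0.77. After the correction for length NUP85 kept its call and CASTOR, POLLUX and NUP133 lost theirs; CASTOR and POLLUX also lost it in some fits that left out 1 library.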

Results here presented revealed systemic alterations in the expression of genes involved in phosphatidylinositol metabolism and signaling, including major phospholipids (phosphoinositides), inositol polyphosphates, and non-phosphorus lipids (galactolipids and sulfolipids). Whereas most genes involved in phosphoinositide and inositol polyphosphate biosynthesis were up-regulated in leaves of mycorrhizal rice, genes involved in the biosynthesis of non-phosphorus lipids (galactolipids and sulfolipids) were essentially down-regulated. Studies in Arabidopsis have shown that plants adapt to low P status by replacing phospholipids by galactolipids and sulfolipids. Accordingly, non-phospholipid biosynthesis is induced while phospholipid biosynthesis is repressed in Pi-starved plants^58,59^. Our transcriptome analysis showed activation of phospholipid biosynthesis genes (Fig. 4) and repression of non-phosphorus lipid biosynthesis genes (Fig. 6) in leaves of mycorrhizal rice plants (summarized in Fig. 8). These findings suggest that inoculation with *F. mosseae* provides an adequate Pi level to the rice plant and that Pi acquired in AM colonized roots is used efficiently. Regulation of phospholipid biosynthesis genes reinforces the notion that phospholipids might play a central role in the AM symbiosis.

Transcript profiling also revealed up-regulation of kinase genes involved in phosphatidylinositol biosynthetic processes. Plant phosphoinositides and inositol polyphosphates are formed via phosphorylation of the phospholipid PtdIns by the activity of specific kinases. Dynamic changes in phosphoinositide levels occur in plant tissues in which enzymes mediating biosynthesis and degradation of phosphoinositides are continuously synthesized and degraded^27^. With this in mind, it is not surprising to find that kinase and phosphatase genes regulating a particular reaction opposite one another are both up-regulated. In comparison to enzymes of phosphatidylinositol biosynthesis, however, there is only limited information about phosphatases and/or phospholipases involved in phosphatidylinositol degradation. Whereas biochemical assays can only reveal global kinase activity, transcript profiling allowed us to discriminate among members of the same family that are specifically regulated in leaves of mycorrhizal rice (e.g., IPTKs or inositol kinases).

As phospholipids are one of the main structural components of membranes, alterations in the expression of phospholipid biosynthesis genes might influence membrane structure and/or function. But phospholipids and inositol polyphosphates are also important signaling molecules that function as cofactors of partner proteins. It is tempting to hypothesize that alterations in phospholipid biosynthesis genes are accompanied by changes in the level of these metabolites, which would then have an impact on diverse cellular processes. However, the functional implications of alterations in phospholipid biosynthesis genes in AM symbiosis in rice have yet to be clarified. It will now be of interest to investigate whether mycorrhiza-induced alterations in phospholipids have a consequence in long-distance signaling. In this respect, the presence of phospholipids and phospholipid-binding proteins, in the phloem of several plant species has long been reported^60–62^. A phospholipid-based signaling mechanism might then operate during AM symbiosis.

Moreover, alterations in inositol polyphosphate biosynthesis genes might have an effect on hormonal signaling processes, particularly with regard to JA signaling. In favor of this hypothesis, Ins*P*_5_ and Ins*P*_4_ were found to interact with the COI/JAZ complex involved in JA perception in Arabidopsis^36^. In other studies, Ins*P*_7_ and Ins*P*_8_ were reported to promote the binding between COI1 and JAZ1 for the regulation of JA-dependent responses^30^. The *VIP* gene functioning in phosphorylation of PP-IP_5_ (named as *VIH2* in Arabidopsis) regulates the synthesis of Ins*P*_8_, the cofactor of the COI-JAZ receptor complex^30^. Results here presented, together with those obtained by other authors, broadens our view on the existence of cross-talk between phospholipid metabolism and JA signaling processes during AM symbiosis. Clearly, many efforts are still needed to understand the connections between these signaling pathways in AM symbiosis.

Plants associate with AM fungi when grown under low Pi soil conditions and, accordingly, AM symbiosis is generally studied in plants grown in low Pi. In line with this, down-regulation of Pi starvation-responsive genes occurs in leaves of mycorrhizal rice compared with non-mycorrhizal plants (the later ones responding to the situation of low Pi supply). Among the down-regulated genes in leaves of mycorrhizal rice, we identified genes belonging to different families of Pi-responsive genes. They included genes involved in: (i) Pi transport (e.g. several *PHT,* vacuolar transporters; *PHO1*); (ii) signaling processes (*SPX domain*, *CK2α3*, *PHO2*); (iii) transcriptional regulation (*PHR*, *PTF1* transcription factors); (iv) post-transcriptional regulation (miR399, miR827); (v) Pi recycling (phosphatases, RNases); and (vi) non-phosphorus membrane lipid biosynthesis (galactolipids, sulpholipids). Pi starvation-responsive genes whose expression is regulated in leaves of mycorrhizal rice are summarized in Fig, 8. A differential regulation of genes belonging to each one of these families points to a specialization of these mycorrhiza-regulated family members in controlling Pi homeostasis in rice leaves. As an example, a functional specialization of miR399 species in regulating Pi homeostasis in leaves of mycorrhizal plants can be anticipated. Also, down-regulation of genes involved in Pi starvation responses or Pi remobilization from macromolecules (PAPs, RNases, galactolipid and sulfolipid biosynthesis genes) further supports that rice plants have a normal level of Pi.

As an additional level of complexity in the regulation of Pi homeostasis in plants, there is growing evidence on a regulatory role of inositol polyphosphates in Pi signaling^33^. Indeed, the SPX domain was recently defined as a Pi sensor in Arabidopsis plants that regulates Pi transport activity of SPX domain-containing proteins through binding inositol polyphosphate signaling molecules^32,33^. Additionally, the Arabidopsis PHR1 and rice PHR2 transcription factors, which are recognized as central components of the phosphate starvation response, have been shown to interact with SPX proteins^63,64^. The interaction between SPX proteins and the AtPHR1 transcription factor results in PHR1 inactivation, being this interaction promoted by inositol polyphosphates^34^. Results here presented demonstrated connections between inositol polyphosphate metabolism and Pi homeostasis in AM symbiosis. Furthermore, mechanisms involved in Pi homeostasis and hormonal signaling must be tightly regulated in leaves of mycorrhizal rice, which would then allow the host plant to maximize the benefits of Pi acquisition during association with the AM fungus. Additional studies are, however, needed to determine the exact mechanisms by which phospholipids might exert a regulatory function in maintaining Pi homeostasis and how this would affect hormonal processes in mycorrhizal rice plants.

In conclusion, our work provided new insights on the systemic alterations in gene expression during the symbiotic association of rice plants with an AM fungus. Phosphorus deficiency is widespread in all major rice ecosystems and is the major growth-limiting factor in acid upland soils where soil P-fixation capacity is often high (https://www.knowledgebank.irri.org). To circumvent this problem, P fertilizers are applied extensively in rice farming to improve plant performance, but their use has negative effects on the environment. Although there are still numerous issues that still need to be addressed, pieces of evidence here presented might accelerate research on the AM symbiosis in rice, which will open new avenues for improvement of sustainability in rice production. A more sustainable way to improve mineral nutrition in rice would be through the use of AM fungi, which would also avoid the overuse of chemical fertilizers.

## Materials and methods

### Plant and fungal material

The rice cultivar Loto (*Oryza sativa* ssp *japonica*) was used in this study. Loto rice is a heritage variety of short-grain rice widely cultivated in northern Italy (the first rice producer in Europe), also grown in southern Switzerland (the northern-most rice-growing region in Europe) and northern United States (Vermont State), making Loto a suitable rice variety for rice farming in northern latitudes.

The AMF fungus *Funneliformis mosseae* (formerly *Glomus mosseae*; FR140) was purchased from MycAgro (Bretenière, France; https://www.mycagrolab.com/) in a granular form composed of mineral inert solid particles (clay, zeolite) and *F. mosseae* propagules at a concentration of minimum 10 propagules/gram.

### Inoculation with *F. mosseae* and growth of AMF-inoculated plants

Rice Loto seeds were dehusked, surface-sterilized twice with 5% sodium hypochlorite for 15 min, and washed extensively with sterile water. Seeds were germinated on Petri dishes with sterile water for 7 days and then transplanted to 150 ml-cones (20.5 cm; 2 plants/cone) containing a mix of 63.3% quartz sand (0.3–0.8 mm), 31.6% soil (turface and vermiculite 2:1), and 5% of granular inoculum of *Funneliformis mosseae*. No inoculum was added to the substrate for the non-inoculated, control plants. Transplanted seedlings were then grown under aerobic conditions at the greenhouse under a 14 h/10 h day/night cycle, 28 ºC/25 ºC, and 60% humidity for the required time. Rice seedlings were bottom-watered during the whole experiment. Fertirrigation was supplied at nine days after *F. mosseae* inoculation, using a modified Hoagland half-strength solution (15 ml, every two days) containing 2.5 mM KNO_3_, 2.5 mM Ca(NO_3_)_2_·4H_2_O, 1 mM MgSO_4_·7H_2_O, 0.5 mM NH_4_NO_3_, 25 μM KH_2_PO_4_, 23.15 μM H_3_BO_3_, 4.55 μM MnCl_2_·4H_2_O, 0.38 μM ZnSO_4_·7H_2_O, 0.1 μM CuSO_4_·5H_2_O, 0.14 μM Na_2_MoO_4_·2H_2_O, 26 μM Fe-EDDHA, pH 5.5)^65^.

### Analysis of root colonization

Root fragments were collected at eight weeks post-inoculation with *F. mosseae* and stained with 0.1% cotton blue in acid lactic as previously described^66^. Fifty root fragments (1 cm) per biological replicate (n = 3) were examined with a light microscope, and the intensity of root cortex colonization was determined^67^. AMF structures were examined using an Axiophot Zeiss microscope equipped with a Digital color camera (DP70 Olympus) and 40 × magnification.

### Transcriptome analysis by RNA-Seq

Total RNA was extracted from rice leaves of 30-day old plants that had been root-inoculated with *F. mosseae* (23 days post-inoculation), or not, using Maxwell(R) RSC Plant RNA Kit (Promega). Three biological replicates for each condition were examined, each biological replicate consisting of leaves from five individual plants (the youngest totally expanded leaf was selected from each individual plant). RNA concentration and purity were checked using a spectrophotometer (NanoDrop, ND-1000). RNA quality and integrity were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.), and only samples with an. RNA integrity number (RIN) ≥ 8 were used. RNA was analyzed by sequencing six libraries. An average of 32 736 498 clean reads/library were reported (Supplementary Table S6). 

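The library totals recovered from the FPKM table count fragments and are lower than the read numbers of Supplementary Table S6. They came to between 91.9% and 92.2% of the uniquely mapped number that the paper gives for the non-mycorrhizal libraries and between 86.4% and 88.0% for the mycorrhizal libraries. The fragments assigned to genes were 99.6% to 99.7% of these totals, so the FPKM values are scaled to a total close to the fragments on genes.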

Raw 125 bp paired-end reads processing and analysis were carried out as previously described^65^. RNA**‐**Seq raw data are available at the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo) under the accession number GSE148574.

Reads were mapped against the reference genome, *Oryza sativa* Japonica (IRGSP-1.0). To identify genes with significant differences in expression, an FDR cutoff < 0.01 and log2FC -0.5 ≤ or ≥ 0.5 was applied. Gene Ontology (GO) enrichment analysis (GOEA) was performed with AgriGO based on the hypergeometric test, and a minimum FDR of 0.05 was considered. Multiple testing corrections controlling false positives were also performed with the Benjamini–Hochberg method both for differential expression analysis and GOEA. (https://bioinfo.cau.edu.cn/agriGOv2/)^68^. Enriched GO terms were clustered and plotted with the online analysis tool ReviGO (https://revigo.irb.hr/)^69^.

### Expression analysis by qRT-PCR

Total RNA was extracted as described above. Quantitative RT-PCR (qRT-PCR) analyses were performed using 1 μg of total RNA and poly-dT using the High Capacity cDNA Reverse Transcription kit (Life technology, Applied Biosystems). PCR amplification was carried out using LightCycler 480 thermocycler (Roche Diagnostics, Mannheim, Germany) from 2 μl cDNA (5 ng/μl) with SYBR Green I dye and gene-specific primers (Supplementary Table S7). The rice *Ubiquitin1* (*Ubi1*) or *Ubiquitin-conjugating Enzyme 1* (*UBC1*) were used as housekeeping gene for normalization with the same results. For statistical analysis, the means and standard errors were calculated using Microsoft Excel. Significant differences were assessed using ANOVA test (*p-*value ≤ 0·05).

### Chlorophyll and Pi content

Rice plants were *F. mosseae*-inoculated or not, and grown under greenhouse conditions as described above. At 23 days after AMF inoculation, the youngest totally expanded leaves were harvested. Chlorophyll content of rice leaves was determined using a chlorophyll meter (SPAD 502 Plus Chlorophyll Meter, Spectrum Technologies) as previously described^65^. Pi content of rice leaves was determined using a colorimetric as previously described^70^.

## Supplementary information

Supplementary Figures.

Supplementary Tables.

## Data Availability

The RNA‐Seq data that support the findings of this study are available at the NCBI GEO repository (https://www.ncbi.nlm.nih.gov/geo) under the Accession Number GSE148574.

## References

[1] Parniske M (2008). Arbuscular mycorrhiza: the mother of plant root endosymbioses. Nat. Rev. Microbiol..

[2] Bonfante P, Genre A (2010). Mechanisms underlying beneficial plant–fungus interactions in mycorrhizal symbiosis. Nat. Commun..

[3] Smith SE, Read DJ (2008). Mycorrhizal Symbiosis.

[4] Choi J, Summers W, Paszkowski U (2018). Mechanisms underlying establishment of arbuscular mycorrhizal symbioses. Annu. Rev. Phytopathol..

[5] MacLean AM, Bravo A, Harrison MJ (2017). Plant signaling and metabolic pathways enabling arbuscular mycorrhizal symbiosis. Plant Cell.

[6] Müller LM, Harrison MJ (2019). Phytohormones, miRNAs, and peptide signals integrate plant phosphorus status with arbuscular mycorrhizal symbiosis. Curr. Opin. Plant Biol..

[7] Luginbuehl LH (2017). Fatty acids in arbuscular mycorrhizal fungi are synthesized by the host plant. Science.

[8] Begum N (2019). Role of arbuscular mycorrhizal fungi in plant growth regulation: implications in abiotic stress tolerance. Front. Plant Sci..

[9] Campos-Soriano L, García-Martínez J, Segundo BS (2012). The arbuscular mycorrhizal symbiosis promotes the systemic induction of regulatory defence**-**related genes in rice leaves and confers resistance to pathogen infection. Mol. Plant Pathol..

[10] Wang Y-Y, Yin Q-S, Qu Y, Li G-Z, Hao L (2018). Arbuscular mycorrhiza-mediated resistance in tomato against *Cladosporium fulvum* -induced mould disease. J. Phytopathol..

[11] Pozo MJ, Azcón-Aguilar C (2007). Unraveling mycorrhiza-induced resistance. Curr. Opin. Plant Biol..

[12] Gallou A, Lucero Mosquera HP, Cranenbrouck S, Suárez JP, Declerck S (2011). Mycorrhiza induced resistance in potato plantlets challenged by *Phytophthora infestans*. Physiol. Mol. Plant Pathol..

[13] Rivero J, Álvarez D, Flors V, Azcón-Aguilar C, Pozo MJ (2018). Root metabolic plasticity underlies functional diversity in mycorrhiza-enhanced stress tolerance in tomato. New Phytol..

[14] Fiorilli V (2018). Omics approaches revealed how arbuscular mycorrhizal symbiosis enhances yield and resistance to leaf pathogen in wheat. Sci. Rep..

[15] Wipf D, Krajinski F, Tuinen D, Recorbet G, Courty P (2019). Trading on the arbuscular mycorrhiza market: from arbuscules to common mycorrhizal networks. New Phytol..

[16] Ruiz-Sánchez M, Aroca R, Muñoz Y, Polón R, Ruiz-Lozano JM (2010). The arbuscular mycorrhizal symbiosis enhances the photosynthetic efficiency and the antioxidative response of rice plants subjected to drought stress. J. Plant Physiol..

[17] Vallino M, Greppi D, Novero M, Bonfante P, Lupotto E (2009). Rice root colonisation by mycorrhizal and endophytic fungi in aerobic soil. Ann. Appl. Biol..

[18] Bernaola L (2018). Natural colonization of rice by arbuscular mycorrhizal fungi in different production areas. Rice Sci..

[19] Gutjahr C (2015). Transcriptome diversity among rice root types during asymbiosis and interaction with arbuscular mycorrhizal fungi. Proc. Natl. Acad. Sci. USA.

[20] Tian L (2019). Comparative study of the mycorrhizal root transcriptomes of wild and cultivated rice in response to the pathogen *Magnaporthe oryzae*. Rice.

[21] Siciliano V (2007). Transcriptome analysis of arbuscular mycorrhizal roots during development of the prepenetration apparatus. Plant Physiol..

[22] Watts-Williams SJ (2019). Diverse *Sorghum bicolor* accessions show marked variation in growth and transcriptional responses to arbuscular mycorrhizal fungi. Plant. Cell Environ..

[23] Pimprikar P, Gutjahr C (2018). Transcriptional regulation of arbuscular mycorrhiza development. Plant Cell Physiol..

[24] Das, D. & Gutjahr, C. Role of phytohormones in arbuscular mycorrhiza development. in *The Model Legume Medicago truncatula* 485–500 (Wiley, Hoboken, 2020). 10.1002/9781119409144.ch61

[25] Pozo MJ, López-Ráez JA, Azcón-Aguilar C, García-Garrido JM (2015). Phytohormones as integrators of environmental signals in the regulation of mycorrhizal symbioses. New Phytol..

[26] Davidson H (2019). Spatial effects and GWA mapping of root colonization assessed in the interaction between the rice diversity panel 1 and an arbuscular mycorrhizal fungus. Front. Plant Sci..

[27] Heilmann I (2016). Phosphoinositide signaling in plant development. Development.

[28] Raboy V (2009). Approaches and challenges to engineering seed phytate and total phosphorus. Plant Sci..

[29] Laha D (2019). Arabidopsis ITPK1 and ITPK2 have an evolutionarily conserved phytic acid kinase activity. ACS Chem. Biol..

[30] Laha D (2015). VIH2 regulates the synthesis of inositol pyrophosphate InsP8 and jasmonate-dependent defenses in arabidopsis. Plant Cell.

[31] Zhu J (2019). Two bifunctional inositol pyrophosphate kinases/phosphatases control plant phosphate homeostasis. Elife.

[32] Kuo HF (2018). Arabidopsis inositol phosphate kinases IPK1 and ITPK1 constitute a metabolic pathway in maintaining phosphate homeostasis. Plant J..

[33] Dong J (2019). Inositol pyrophosphate InsP8 acts as an intracellular phosphate signal in *Arabidopsis*. Mol. Plant.

[34] Jung JY, Ried MK, Hothorn M, Poirier Y (2018). Control of plant phosphate homeostasis by inositol pyrophosphates and the SPX domain. Curr. Opin. Biotechnol..

[35] Mosblech A (2008). Phosphoinositide and inositolpolyphosphate signalling in defense responses of *Arabidopsis thaliana* challenged by mechanical wounding. Mol. Plant.

[36] Sheard LB (2010). Jasmonate perception by inositol-phosphate-potentiated COI1-JAZ co-receptor. Nature.

[37] Mosblech A, Thurow C, Gatz C, Feussner I, Heilmann I (2011). Jasmonic acid perception by COI1 involves inositol polyphosphates in *Arabidopsis thaliana*. Plant J..

[38] Bedini A, Mercy L, Schneider C, Franken P, Lucic-Mercy E (2018). Unraveling the initial plant hormone signaling, metabolic mechanisms and plant defense triggering the endomycorrhizal symbiosis behavior. Front. Plant Sci..

[39] Gutjahr C, Siegler H, Haga K, Iino M, Paszkowski U (2015). Full establishment of arbuscular mycorrhizal symbiosis in rice occurs independently of enzymatic jasmonate biosynthesis. PLoS ONE.

[40] Nguyen HT, To HTM, Lebrun M, Bellafiore S, Champion A (2019). Jasmonates—the master regulator of rice development, adaptation and defense. Plants.

[41] Lee HY (2013). *Oryza sativa COI* homologues restore jasmonate signal transduction in *Arabidopsis coi1-1* mutants. PLoS ONE.

[42] Chen J (2015). The rice CK2 kinase regulates trafficking of phosphate transporters in response to phosphate levels. Plant Cell.

[43] Puga MI (2017). Novel signals in the regulation of Pi starvation responses in plants: facts and promises. Curr. Opin. Plant Biol..

[44] Zhou J (2008). OsPHR2 is involved in phosphate-starvation signaling and excessive phosphate accumulation in shoots of plants. Plant Physiol..

[45] Rubio V (2001). A conserved MYB transcription factor involved in phosphate starvation signaling both in vascular plants and in unicellular algae. Genes Dev..

[46] Guo M (2015). Integrative comparison of the role of the PHOSPHATE RESPONSE1 subfamily in phosphate signaling and homeostasis in rice. Plant Physiol..

[47] Dai X, Wang Y, Zhang W-H (2016). OsWRKY74, a WRKY transcription factor, modulates tolerance to phosphate starvation in rice. J. Exp. Bot..

[48] Yang WT (2014). Overexpression of OsMYB4P, an R2R3-type MYB transcriptional activator, increases phosphate acquisition in rice. Plant Physiol. Biochem..

[49] Yi K (2005). OsPTF1, a novel transcription factor involved in tolerance to phosphate starvation in rice. Plant Physiol..

[50] Lin S-I (2010). Complex regulation of two target genes encoding SPX-MFS proteins by rice miR827 in response to phosphate starvation. Plant Cell Physiol..

[51] Wang C (2012). Functional characterization of the rice SPX-MFS family reveals a key role of OsSPX-MFS1 in controlling phosphate homeostasis in leaves. New Phytol..

[52] Pfaff J, Denton AK, Usadel B, Pfaff C (2020). Phosphate starvation causes different stress responses in the lipid metabolism of tomato leaves and roots. Biochim. Biophys. Acta.

[53] Chiou T-J (2006). Regulation of phosphate homeostasis by microRNA in Arabidopsis. Plant Cell.

[54] Fujii H, Chiou T-J, Lin S-I, Aung K, Zhu J-K (2005). A miRNA involved in phosphate-starvation response in Arabidopsis. Curr. Biol..

[55] Hu B (2011). LEAF TIP NECROSIS1 plays a pivotal role in the regulation of multiple phosphate starvation responses in rice. Plant Physiol..

[56] Güimil S (2005). Comparative transcriptomics of rice reveals an ancient pattern of response to microbial colonization. Proc. Natl. Acad. Sci. U. S. A..

[57] Gutjahr C (2008). Arbuscular mycorrhiza-specific signaling in rice transcends the common symbiosis signaling pathway. Plant Cell.

[58] Lan P, Li W, Schmidt W (2012). Complementary proteome and transcriptome profiling in phosphate-deficient arabidopsis roots reveals multiple levels of gene regulation. Mol. Cell. Proteomics.

[59] Woo J (2012). The response and recovery of the *Arabidopsis thaliana* transcriptome to phosphate starvation. BMC Plant Biol..

[60] Hoffmann-Benning, S. Transport and function of lipids in the plant phloem. *AOCS Lipid Library, Plant Biochemistry.* (2015). https://lipidlibrary.aocs.org/chemistry/physics/plant-lipid/transport-and-function-of-lipids-in-the-plant-phloem.

[61] Guelette B, Benning U, Hoffmann-Benning S (2012). Identification of lipids and lipid-binding proteins in phloem exudates from *Arabidopsis thaliana*. J. Exp. Bot..

[62] Barbaglia AM, Tamot B, Greve V, Hoffmann-Benning S (2016). Phloem proteomics reveals new lipid-binding proteins with a putative role in lipid-mediated signaling. Front. Plant Sci..

[63] Puga MI (2014). SPX1 is a phosphate-dependent inhibitor of phosphate starvation response 1 in Arabidopsis. Proc. Natl. Acad. Sci. USA.

[64] Wang Z (2014). Rice SPX1 and SPX2 inhibit phosphate starvation responses through interacting with PHR2 in a phosphate-dependent manner. Proc. Natl. Acad. Sci. USA.

[65] Sánchez-Sanuy F (2019). Osa-miR7695 enhances transcriptional priming in defense responses against the rice blast fungus. BMC Plant Biol..

[66] Berruti A (2013). Application of laser microdissection to identify the mycorrhizal fungi that establish arbuscules inside root cells. Front. Plant Sci..

[67] Trouvelot, A. Mesure du taux de mycorhization VA d’un systeme radiculaire. Recherche de methodes d’estimation ayant une significantion fonctionnelle (1986).

[68] Du Z, Zhou X, Ling Y, Zhang ZH, Su Z (2010). AgriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Res..

[69] Supek F, Bosnjak M, Skunca N, Smuc T (2011). REVIGO Summarizes and visualizes long lists of gene ontology terms. PLoS ONE.

[70] Ames BN (1966). Assay of inorganic phosphate, total phosphate and phosphatases. Methods Enzymol..

# Supplementary material for: Systemic induction of phosphatidylinositol-based signaling in leaves of arbuscular mycorrhizal rice plants
**Source:** Sci Rep. 2020 Sep 28;10:15896. doi: 10.1038/s41598-020-72985-6
**Supplement:** Supplementary file 1 — Supplementary Figures.

## Supplementary Figures for:

---

### Systemic induction of phosphatidylinositol-based signaling in leaves of arbuscular mycorrhizal rice plants

Sonia Campo and Blanca San Segundo

#### **Supplementary Figures**

**Supplementary Fig. S1.** Differentially expressed genes (DEGs) in leaves of *F. mosseae* –inoculated rice plants relative to non-inoculated plants (+*F. mosseae* vs –*F. mosseae*)

**Supplementary Fig. S2.** Validation of RNA-seq data by qRT-PCR.

**Supplementary Fig. S3.** Alignment of rice mature miR399 sequences.

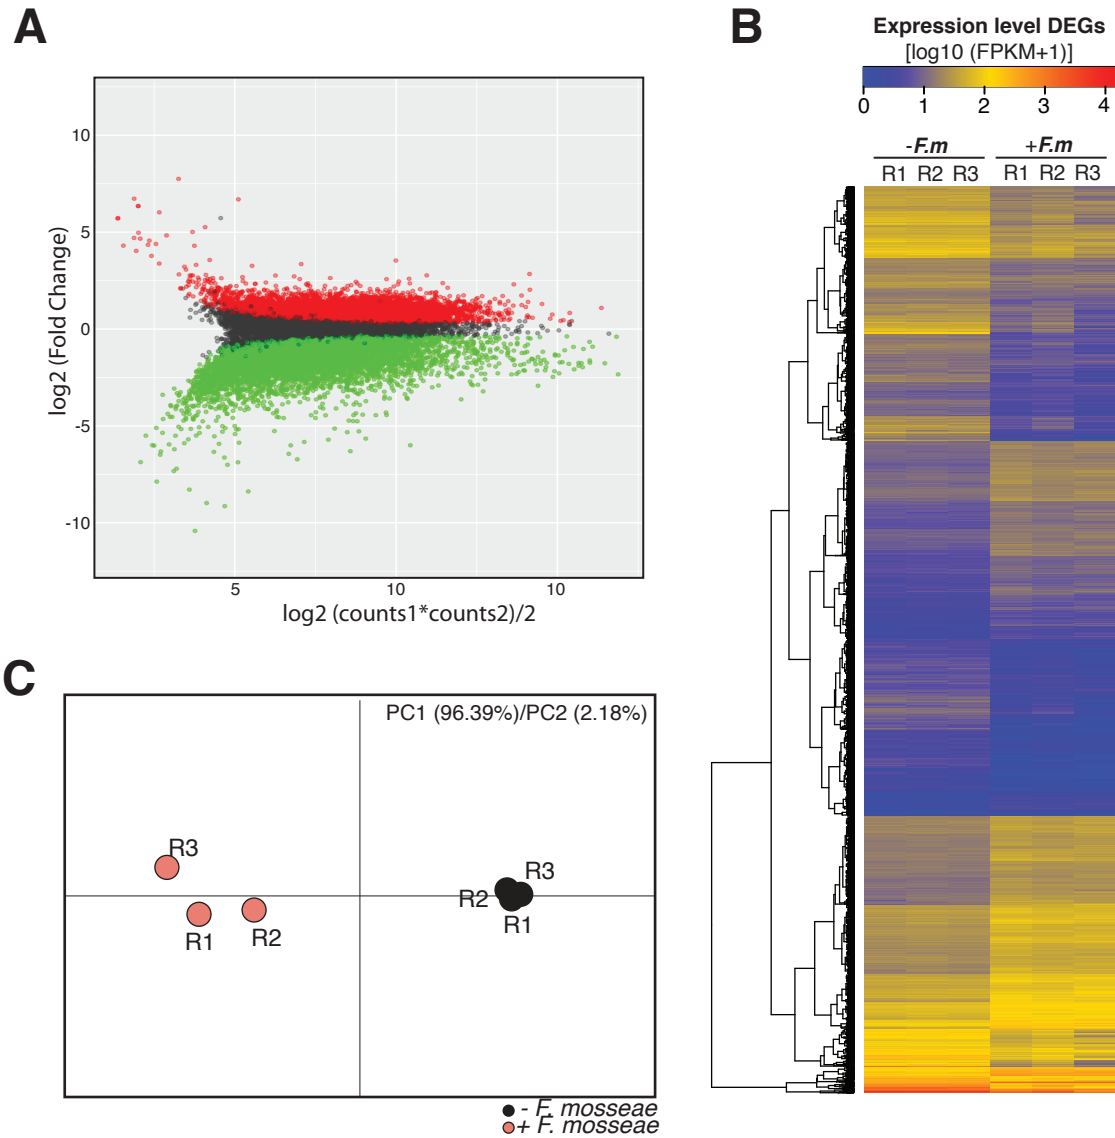

**Supplementary Figure S1. Differentially expressed genes (DEGs) in leaves of *F. mosseae*-inoculated rice plants relative to non-inoculated plants (+*F. mosseae* vs -*F. mosseae*).** Leaves of 30-day old rice plants (cultivar Loto) were collected after 23 days of root inoculation with the AM fungus *F. mosseae* (+*F.m*). No inoculum was added to the substrate for the non-inoculated, control plants (-*F.m*). **(A)** MA Plots of logarithmic fold changes (LogFCs) to average count size in RNA-seq analysis of *F. mosseae*-inoculated (+*F.m*) plants vs non-inoculated (-*F.m*) plants. ( $p < 0.05$ , FDR  $< 0.01$ ,  $n=3$ ). **(B)** Heatmaps showing expression level ( $\log_{10}$  [FPKM+1]) of the DEGs in leaves of mycorrhizal plants. Gene expression is represented from blue (less expressed) to red (more expressed). Data represented are individual replicates ( $n=3$ , each biological replicate (R) consisting in a pool of 6 leaves from individual plants). The full gene names and ID list are in listed in Supplementary Table S1. Results in gene expression show homogeneity between sample replicates, that was further confirmed in (C). **(C)** Principal component analysis (PCA) showing separation between non-inoculated (-*F.m*) and *F. mosseae*-inoculated (+*F.m*). R, biological replicate

**A**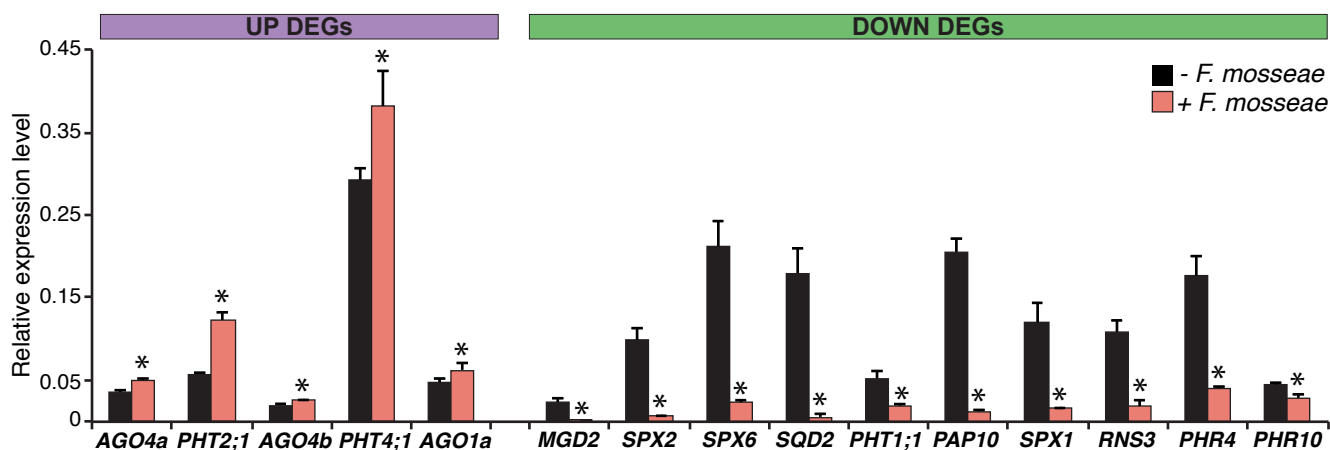**B**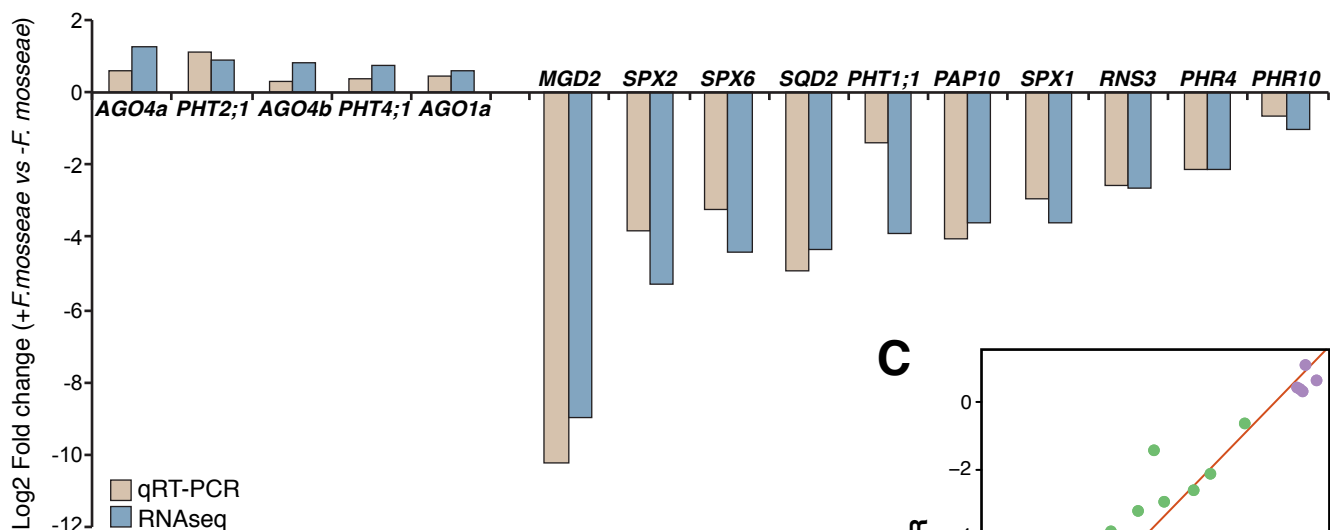**C**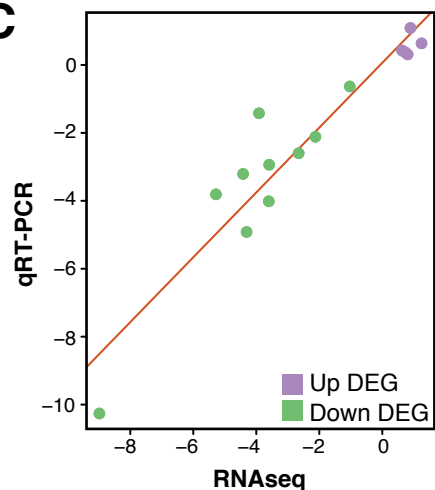

### Supplementary Figure S2. Validation of RNAseq data by qRT-PCR.

Leaves of non-inoculated (-*F.m*) and AM inoculated (+*F.m*) rice (cv Loto) plants were used (23 days after root inoculation). **(A)** Validation of RNAseq expression data as determined by qRT-PCR for the selected upregulated (purple, left panel) or downregulated (green, right panel) genes. Data are mean  $\pm$  SE (n=3) and were normalized to the rice *Ubiquitin1*. Gene-specific primers are indicated in Supplementary Table S6 (\*p < 0.05, ANOVA test, n=3). **(B)** Comparison of RNA-seq and RT-qPCR fold change values obtained for DEGs in (A). **(C)** A correlation graph of log2 fold change values from both RNAseq and RT-qPCR methods indicate that qRT-PCR and RNAseq are significantly correlated with a Pearson correlation coefficient of 0.95 and a p-value of 9.668e-08 of 15 genes.

|             |                       |
|-------------|-----------------------|
| osa-miR399a | UGCCAAAGGAGAAUUGCCCUG |
| osa-miR399b | UGCCAAAGGAGAAUUGCCCUG |
| osa-miR399c | UGCCAAAGGAGAAUUGCCCUG |
| osa-miR399d | UGCCAAAGGAGAGUUGCCCUG |
| osa-miR399e | UGCCAAAGGAGAUUUGCCCAG |
| osa-miR399f | UGCCAAAGGAGAUUUGCCCAG |
| osa-miR399g | UGCCAAAGGAGAUUUGCCCAG |
| osa-miR399h | UGCCAAAGGAGACUUGCCCAG |
| osa-miR399i | UGCCAAAGGAGAGCUGCCCUG |
| osa-miR399j | UGCCAAAGGAGAGUUGCCCUA |
| osa-miR399k | UGCCAAAGGA AAUUGCCCCG |
|             | ***** * *****         |

**Supplementary Figure S3. Alignment of rice mature miR399 sequences.** Conserved nucleotides are in black labeled with an asterisk (\*). Mismatched nucleotides are indicated in colors (A, red; U, green; G, blue; C, purple). osa, *Oryza sativa*.

How the deposited data were processed for this re-analysis (not part of the article)

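Leaves of 3 pools of non-inoculated and 3 pools of F. mosseae-inoculated rice plants (cv Loto, 23 dpi) were compared by RNA-Seq. The authors sequenced stranded mRNA libraries as paired ends, mapped the reads to the Oryza sativa Japonica genome IRGSP-1.0 and deposited FPKM values per annotated feature and library. The paper's text does not name the aligner, the counting program or the test behind its calls. The columns were matched to the samples by the sample descriptions, and replicates were not pooled.

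From the FPKM values the gene lengths, the whole fragments and the library totals were recovered. All 28367 features with a value above 0 came out whole, and 8483 features were at 0 in every library. The recovery was tested on simulated data for 7849 genes: 6 of 6 totals were exact, and 95.8% of the lengths were exact, or 98.9% of those of the 6022 genes above the expression filter. When the values of 1000 simulated genes with fragments in at least 4 libraries were changed by 1%, 0% came out whole. Features with fragments in fewer libraries were not part of this check, so coming out whole is weaker evidence for them. The floor of 3 fragments and its FPKM follow from these totals and cover counting error only.

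Log2(FPKM + 0.1) was tested with limma for the 21413 genes with a mean of at least 0.3 FPKM, with an intensity trend and no replicate block, and the calls used a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change of 0.5 in size. Counts of calls were made for all genes, for the genes of Supplementary Tables S3, S4 and S5, for genes that Supplementary Table S2 lists for GO terms, and for the AM symbiosis genes of the legend of Fig. 8. Genes named in the text are those the paper names, as far as each conclusion needs them, and the 5 largest rises and 5 largest falls among called genes whose groups did not overlap and whose higher group averaged at least 5 FPKM. The limma procedure was tested on simulated data with 200 changed genes among 21396. It called 85% of the genes changed by a log2 of 2 and 12% of those changed by a log2 of 1, with 1 unchanged gene called. With a length trend of 0.4 per doubling of length imposed on 21316 genes, 255 unchanged genes were called before the correction for length and 8 after it. In the data 46.1% of the genes tested were called, far more than the share changed in the simulation. Because the adjusted p depends on that share, these simulated figures do not give the power or the number of false calls of the real test.

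The correction for length used a lowess curve of span 0.3 of each library's log2 values on log2 length, fitted over the genes tested. Lists of the same size were drawn 10000 times from genes outside each list with lengths within 5% of its members. The alternatives were pseudocounts of 1 and 0.01, no filter and a mean of at least 1 FPKM, median centring, quantile normalization and rescaling to TPM, the replicate number as a block, the correction for length with and without that block, no intensity trend, limma's treat, an adjusted p under 0.05, and leaving out each library in turn. A further pair of alternatives, limma voom on the recovered fragments with the library totals or with median-of-ratios factors, were added later. The replicate numbers that the block uses come from the sample labels, which do not say that same-numbered pools belong together. GC content was not corrected for, and the GO enrichment was not recomputed, as no genome sequence or GO annotation was used here. Gene names come from the paper and its supplementary tables; the table of RefSeq names matched 1 identifier. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.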

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

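Of the tests in this part, those on the most abundant features and on non-coding RNA, with its division by length, were chosen after the result was seen. Each result here is a signal in features that the paper does not discuss and that lies above its level in the leaves of non-mycorrhizal plants.

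The table holds 107 features whose identifiers begin with CAA and which the files do not pair with names. Their summed FPKM was 264 to 318 in non-mycorrhizal libraries (mean 298, SD 29.5, n = 3) and 1056 to 1629 in mycorrhizal libraries (mean 1352, SD 287, n = 3), a fold of 4.54 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The sums rest on 892 to 1296 and 2913 to 4823 fragments per library. Of the 29 features that passed the filter, 15 were up-regulated. Their lengths do not account for the rise, since genes with RAP identifiers of the same lengths had a median log2 fold change of -0.78. The 3 most abundant features hold most of the summed FPKM and of its rise: without them the sums were at most 27.2 in non-mycorrhizal and at least 79.7 FPKM in mycorrhizal libraries. The remaining features also rose, with a fold of 4.18. A candidate explanation is that the mycorrhizal libraries captured more transcripts without poly(A) tails. If so, non-coding RNA features would be higher as well. The summed FPKM of all features with ENSRNA identifiers was 1.82-fold that in non-mycorrhizal libraries; without the 3 most abundant it was 3.08-fold, but these 3, which hold most of the fragments, did not rise (0.819-fold). The test is thus mixed, the rise cannot be told apart from a difference in library preparation, and a response of the leaves to the symbiosis remains an untested alternative.

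The 949 features with ENSRNA identifiers summed to 577 to 1066 FPKM in non-mycorrhizal libraries (mean 751, SD 273, n = 3) and 1225 to 1585 FPKM in mycorrhizal libraries (mean 1368, SD 191, n = 3; exact permutation test, two-sided, p = 0.1, again the smallest possible). Of 153 tested, 31 were up-regulated and 2 down-regulated. The sum of fragments behind them did not rise, at 4680 to 20180 in non-mycorrhizal and 3641 to 5712 in mycorrhizal libraries, because the 3 most abundant features held 4112 to 19285 of these in non-mycorrhizal and 1915 to 4184 in mycorrhizal libraries. The other features had 568 to 895 and 1104 to 1726 fragments. Features up to the median length of 103 bases rose 3.49-fold in FPKM and the longer ones 1.20-fold. That median is near the length of the reads (125 bp in the methods, 100 bp in the sample labels), and counts of such short features are uncertain. The division by length kept the 3 most abundant features, whose summed FPKM did not rise (0.819-fold), so it does not show that longer features rose less. The rise runs against the dependence on length among genes, in which short ones were lower. Whether it shares a source with the rise of the CAA features was not tested.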

How the results depend on the processing

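Tests on other splits of the samples, given last, were chosen after the results were seen. All alternatives except limma voom on the recovered fragments were set before the data were examined, together with the main test, its thresholds and the rule for the genes named. The correction had been set for both length and GC content, and its GC part was not run.

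None of the genes named reversed its direction under any alternative. Of the 98 genes named in the text with a test, 56 kept their direction and their side of the threshold under every alternative set beforehand and 42 did not under at least 1 of them; over all genes and alternatives, voom included, 166 results fell below the threshold and 12 rose above it. The treat test removed the calls of 33 genes, the replicate block with the correction for length those of 20, and the correction alone those of 17. The fits that each left out 1 library removed the calls of 17 genes in at least 1 of them. The fit without the intensity trend removed 9, and each other alternative at most 5. The genes that lost their call when a library was left out were CASTOR, INO1, IPK1, IPTK6, MIK1, MTM1, PI-PLC4, PI3K-2, PIS, POLLUX, PR10a, PTF1, SQD2.1 and 4 of the ENSRNA features.

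The treat test, which asks for a change beyond the log2 threshold, called 1872 genes up-regulated and 2530 down-regulated, against 5100 and 4769 in the main test. It called 21 up-regulated genes of Supplementary Table S3 (main test 45), 0 of Table S4 (main test 3; 2 were higher at an unadjusted p under 0.05), 5 of Table S5 (main test 17), 11 of the phosphatidylinositol phosphorylation term (main test 18) and 2 of the AM symbiosis genes (main test 4). The correction for length gave 4357 up-regulated and 3664 down-regulated genes, of which 3392 and 3266 were also called in the main test. After it, 1 gene of Table S4, 11 genes of the phosphatidylinositol phosphorylation term and 1 AM symbiosis gene were up-regulated. Leaving out each library in turn gave from 3432 to 5091 up-regulated and from 2862 to 5113 down-regulated genes, and from 2 to 4 AM symbiosis genes.

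The share of variance on PC1, 74.5% in the main setting, was 82.7% with log10(FPKM + 1), 95.9% without a logarithm, 66.6% with a pseudocount of 0.01, 91.3% over called genes only and 80.3% over genes with a mean of at least 1 FPKM, and from 73.2% to 79.2% with each library left out. The cause of these changes was not tested.

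Rescaling to TPM kept all 5100 up-regulated genes and 3780 of the down-regulated ones. Across median centring and quantile normalization, the counts were 4529 and 5564 up-regulated and 4932 and 4353 down-regulated. With no filter, 28367 genes were tested and 4766 and 4683 called, and at an adjusted p under 0.05 there were 6405 and 6281. Limma voom, chosen after seeing the data, called 5507 and 5027 genes with the library totals and 4583 and 5399 with median-of-ratios factors, and neither called the ENSRNA feature with the largest rise.

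Replicate numbers are shared by the groups. Deviations from the group means had a mean correlation of -0.0340 between same-numbered libraries and 0.0170 between others, so the numbers did not pair the samples. With the replicate block, 4446 genes were up-regulated and 4576 were down-regulated. The replicate block together with the correction for length gave 3680 and 3174, with 24 up-regulated genes of Table S3, 1 of Table S4, 9 of the phosphatidylinositol phosphorylation term and 0 of the AM symbiosis genes (2 of these were higher at an unadjusted p under 0.05).

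The 6 libraries can be split into 2 groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs and 6 part 1. For the counts of genes up-regulated and down-regulated over all genes and in Tables S3, S4 and S5, for the up-regulated genes of the phosphatidylinositol phosphorylation term, the down-regulated genes of the phosphate starvation term and the up-regulated AM symbiosis genes, 1 of the 4 splits that part all pairs, the real one, gave as many calls. None of the other 9 splits called a gene; 78 to 148 genes had an unadjusted p under 0.05, against 14274 in the real split. The share cannot fall under 1 of 4 for these splits or under 0.1 for all 10, so neither count was able to exclude a grouping by chance. Depth limits the weakest genes: for SPX3, MGD2 and miR827 the mycorrhizal libraries held fewer than 3 fragments each, so only a lower bound of their fall is known.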

Differences from the paper's values

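The paper's log2 fold changes come from its Supplementary Tables S3 to S5. Over 169 genes of these tables, all 169 had the same direction here, the values here were higher by a median of 0.14, and 23 lay within 0.1 of the paper's. With limma voom and median-of-ratios factors, chosen after seeing the values, 149 lay within 0.1. Of the 83 genes compared one by one, 16 differed by more than the spread between replicates. SPX3 and MGD2, whose values depend on the pseudocount, are among them. The settings named for the 16 are those among the alternatives set before the data were examined under which the difference was within that spread.

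The log2 fold change of PI4Ka was 1.15 against the paper's 1.00; a pseudocount of 1, median centring, quantile normalization, the correction for length with or without the replicate block, and leaving out non-mycorrhizal replicate 3 or mycorrhizal replicate 1 closed the gap. For PIP5K-1 it was 0.85 against the paper's 0.70, closed by median centring, quantile normalization and leaving out non-mycorrhizal replicate 1 or mycorrhizal replicate 3. For MTM1 it was 0.75 against the paper's 0.60, closed by a pseudocount of 1. For VIP1 it was -0.81 against the paper's -0.96, closed by median centring, quantile normalization and leaving out non-mycorrhizal replicate 3 or mycorrhizal replicate 1. COI2 had 0.66 against the paper's 0.51, closed by median centring, quantile normalization and leaving out mycorrhizal replicate 3. JAZ1 had -1.22 against the paper's -1.37, closed by quantile normalization. ACS6 had 0.86 against the paper's 0.72, closed by a pseudocount of 1, median centring, quantile normalization, the correction for length with or without the block and leaving out replicate 3 of either group. PHO1-3 had -1.86 against the paper's -2.03, closed by median centring and leaving out non-mycorrhizal replicate 3. CK2α3 (Os03g0207300) had 1.40 against the paper's 1.26, closed by a pseudocount of 1, median centring, quantile normalization and leaving out mycorrhizal replicate 1. The log2 level of SPX-MFS2 fell by 1.00, against the paper's fold change of -1.15, closed by a pseudocount of 0.01, median centring, quantile normalization and leaving out non-mycorrhizal replicate 1 or 2 or mycorrhizal replicate 3. PAP26 had 1.03 against the paper's 0.89, closed by median centring and quantile normalization. SQD1 had -1.82 against the paper's -1.97, closed by median centring, quantile normalization and leaving out mycorrhizal replicate 2. For all of these the other alternatives left the gap open, and voom with median-of-ratios factors, chosen after seeing the values, also closed it.

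SPX3 had no fragment in mycorrhizal libraries and MGD2 at most 2, so the size of their log2 fold changes depends on the pseudocount. A difference from the paper's value therefore says nothing about the data. The lower bounds of the fall are those from the floor of 3 fragments, at least 7.81-fold for SPX3 and 119-fold for MGD2. SPX3 had -3.94 against the paper's -7.72, and among the alternatives set before the data were examined a pseudocount of 0.01 alone put it within the spread; MGD2 had -7.24 against the paper's -8.98, and none did. None of the alternatives set before the data were examined closed the gap for IPK2 (-0.92 against the paper's -1.13) or PHT4;5 (0.86 against the paper's 0.55). With voom and median-of-ratios factors, chosen after seeing the values, IPK2 was at -1.08 and MGD2 at -8.84, within the spread between replicates of the paper's values, while PHT4;5 at 0.74 and SPX3 at -5.49 were not.

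The paper counts 4993 up-regulated and 5221 down-regulated genes; of the counts here, 5100 and 4769, the first is the larger. Median centring, with 4529 and 4932, the replicate block, with 4446 and 4576, the treat test and leaving out mycorrhizal replicate 2 or 3 put the down-regulated genes ahead, as did voom with median-of-ratios factors, chosen after seeing the values. The share of variance on PC1 was 74.5%, against about 96% in Supplementary Fig. S1C, read by eye; it was 95.9% for FPKM without a logarithm.

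Of the 169 genes in those tables, which the paper lists as regulated, 155 were called here and 14 were not. PATL2 and PHO1-2 were called under none of the settings. For PATL2 the paper's own FDR of 0.0116 also lies above its cutoff of 0.01. IPK2 was called without the intensity trend and at an adjusted p under 0.05, and MYB4P at an adjusted p under 0.05. DGD2-1 was called at an adjusted p under 0.05, and OPR10 after the correction for length, with or without the block. ACS5 was called with the replicate block and at an adjusted p under 0.05. PHT3;1 and PHR11 were called with median centring, quantile normalization and without mycorrhizal replicate 3. PIP5K-3 was called with quantile normalization, without the trend and at an adjusted p under 0.05. SAC7 and PITP11 were called with quantile normalization, TPM rescaling and an adjusted p under 0.05, as was SNDP8, which was also called without mycorrhizal replicate 2. LOX1 was called with a pseudocount of 1, quantile normalization, the block, the correction for length with or without the block, without mycorrhizal replicate 2 or 3 and at an adjusted p under 0.05. Limma voom, chosen after seeing the values, called PIP5K-3, PITP11 and LOX1 with either scaling, SAC7 and SNDP8 with the library totals, and ACS5, PHT3;1, PHR11 and DGD2-1 with median-of-ratios factors.

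In its results the paper lists PHT2;1, PHT4;1, PHT4;3 and PHT4;5 among the down-regulated phosphate transporters. Here they were up-regulated, with log2 fold changes of 1.05, 0.86, 1.44 and 0.86, as in its Supplementary Table S5. The paper states that the PAP genes were repressed, and PAP26 had a log2 fold change of 1.03 here. In its discussion the paper places CK2α3, PHO2 and PTF1 among repressed genes, whereas its results and the values here have them higher (PHO2 0.94, PTF1 0.88).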

Other observations

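Of the tests in this part, those on expression level and on single libraries for the dependence on length, those of the GO terms after the correction for length, and that on light-harvesting genes were chosen after the results were seen.

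Log2 fold changes rose by 0.41 per doubling of gene length, which the paper does not report. The slope of each library on log2 length (log2 values less their mean over the libraries) was -0.23 to -0.18 in non-mycorrhizal and 0.10 to 0.28 in mycorrhizal leaves, so that every mycorrhizal library lay above every non-mycorrhizal one, by at least 0.28. Expression level does not account for it: within 10 bins of mean expression the median rank correlation with length was 0.38, from 0.20 to 0.44, against 0.37 over all genes. The slope was 0.37 without the 2369 tested genes read from Table S2, up to 30 for each enriched GO term, so these genes do not carry it alone; the other genes of the terms stayed in. Libraries of one group also differed in slope, by up to 0.18 among mycorrhizal and 0.04 among non-mycorrhizal leaves. A difference between libraries in RNA integrity or fragment size, which the FPKM table cannot show, may therefore contribute, and the trend cannot be told apart from it; a response of long genes to the symbiosis is the other candidate. The paper's methods set a minimum RNA integrity number for the samples used, which limits a difference in integrity without ruling it out. RNA integrity per sample was not analysed here.

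This trend bears on which GO terms can be enriched. The median length of the genes read for a term lay above the median of all genes tested (1566 bases) in 97 of 97 terms of the up-regulated genes and in 27 of 99 terms of the down-regulated genes, and the median over terms was 2344 and 1389 bases. These are genes called in each direction, so a difference in this direction follows from the trend itself. For phosphatidylinositol phosphorylation, 42.9% of genes matched on length to the listed genes were up-regulated, against 23.8% of all genes tested. The paper called 19 of 36 genes of the term, or 52.8%. That share comes from another test and from all genes annotated to the term, so it is not directly comparable with the 42.9%. After the correction for length 11 of 18 calls were kept, more than the 32.8% of up-regulated genes matched on length that kept theirs. Part of this enrichment may therefore come from the length of its genes, and because the listed genes were chosen by their rise, the test cannot separate both. For the phosphate starvation term, 9 of 9 down-regulated calls were kept after the correction for length, and its median log2 fold change of -3.46 lay below all 10000 draws of genes matched on length. These genes were also chosen by their fall, so the draws decide little. Their median length of 1336 bases lies near that of all genes tested, where the trend gives little change, and the correction moved their median log2 fold change to -3.37; keeping the calls was therefore a weak test, and shows no more than that the trend accounts for little of the fall.

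The mycorrhizal libraries lay at different distances from the non-mycorrhizal ones on PC1, with replicate 2 nearest and replicate 3 farthest; replicate 2 lagged by 29.8% of the distance of replicate 3. Leaves of non-mycorrhizal plants mixed into replicate 2 are an unlikely source: at 11 genes nearly silent in replicates 1 and 3, replicate 2 kept a median of 1.29% of the level in non-mycorrhizal leaves. Sequencing depth is unlikely as well, since thinning replicate 2 to the depth of replicate 3 closed 1.17% of the gap. The dependence on length, which has the same order among these libraries, left the gap at 34.0% of the distance between the groups after its correction, against 34.6% before. The correction also shortened that distance: replicates 2 and 3 lay at 60.2 and 127 on PC1 before it and at 56.6 and 116 after it, so length accounts for a small part of the gap and not for most of it. A hypothesis is that the pools differed in the extent of the response to the fungus. Colonization per pool would be the measure, and it was not analysed here. A single graded difference would not describe the whole spread, since replicates 1 and 3 lay far apart on PC2 (-59.7 and 69.3). Genes of the Pi response were also mixed. Replicate 3 kept the highest mycorrhizal level of VPE1 (117 FPKM, against 56.6 and 75.2 in replicates 1 and 2). It had the lowest of PHT1;1 (2.37 FPKM, against 4.05 and 7.77).

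The 13 light-harvesting genes that Table S2 lists were all lower in mycorrhizal leaves in the FPKM values as deposited, with a median log2 fold change of -1.69, and 11 were down-regulated, 7 of them also after the correction for length, although 2 changed sign under at least 1 alternative scaling. The paper does not discuss them. Genes matched on length had a median of -0.29. Because the listed genes were chosen by their fall on these libraries, that comparison cannot separate the length of the genes from other sources of the fall. The correction for length moved the median log2 fold change of the 13 genes to -1.40, and all stayed lower (from -1.90 to -0.42). For these genes, the values argue against the dependence on length as the source of most of the fall. Beside this, the 100 most abundant genes held 37.8% to 38.3% of the summed FPKM in non-mycorrhizal libraries and 21.4% to 26.9% in mycorrhizal libraries.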
